# Single Cell RNA-Seq Analysis of Human Red Cells

**DOI:** 10.3389/fphys.2022.828700

**Published:** 2022-04-20

**Authors:** Vaibhav Jain, Wen-Hsuan Yang, Jianli Wu, John D. Roback, Simon G. Gregory, Jen-Tsan Chi

**Keywords:** fetal hemoglobin, ACVR2B, HEMGN, NIX, Red cell, single cell RNA-Seq Storage, RNA

## Abstract

Human red blood cells (RBCs), or erythrocytes, are the most abundant blood cells responsible for gas exchange. RBC diseases affect hundreds of millions of people and impose enormous financial and personal burdens. One well-recognized, but poorly understood feature of RBC populations within the same individual are their phenotypic heterogeneity. The granular characterization of phenotypic RBC variation in normative and disease states may allow us to identify the genetic determinants of red cell diseases and reveal novel therapeutic approaches for their treatment. Previously, we discovered diverse RNA transcripts in RBCs that has allowed us to dissect the phenotypic heterogeneity and malaria resistance of sickle red cells. However, these analyses failed to capture the heterogeneity found in RBC sub-populations. To overcome this limitation, we have performed single cell RNA-Seq to analyze the transcriptional heterogeneity of RBCs from three adult healthy donors which have been stored in the blood bank conditions and assayed at day 1 and day 15. The expression pattern clearly separated RBCs into seven distinct clusters that include one RBC cluster that expresses HBG2 and a small population of RBCs that express fetal hemoglobin (HbF) that we annotated as F cells. Almost all HBG2-expessing cells also express HBB, suggesting bi-allelic expression in single RBC from the HBG2/HBB loci, and we annotated another cluster as reticulocytes based on canonical gene expression. Additional RBC clusters were also annotated based on the enriched expression of *NIX*, *ACVR2B* and *HEMGN*, previously shown to be involved in erythropoiesis. Finally, we found the storage of RBC was associated with an increase in the ACVR2B and F-cell clusters. Collectively, these data indicate the power of single RBC RNA-Seq to capture and discover known and unexpected heterogeneity of RBC population.

## Introduction

Human red blood cell (RBC or erythrocytes) disorders, including various anemia diseases and malaria, affect hundreds of millions of people across the world and exert a huge economic and human burden. Although the basis for many red blood cell disorders is well studied, there are still significant unknowns associated with their complex phenotypes and underlying disease heterogeneity. For example, the first identified “monogenetic molecular disease”, sickle cell disease (SCD) (Pauling et al., 1949), is still poorly understood in terms the heterogeneity associated with the severity of anemia and subsequent complications. Therefore, SCD is often referred as a monogenic disease with polygenetic manifestations (Driss et al., 2009). To understand SCD heterogeneity, previous efforts used GWAS and genomic sequencing to identify the genetic variants associated with the phenotypic heterogeneity of SCD (Piel et al., 2017). However, these associated alleles do not fully explain the enormous SCD heterogeneity.

Red blood cells expressing sickle hemoglobin are known to polymerize and cause sickling, which underlies the pathogenic mechanisms associated with SCD. Even different SCD patients that share the same sickle point mutation in HbS (Sickle Hemoglobin) present with heterogeneous clinical manifestation. One potential source of this heterogeneity may result from the phenotypic variations among RBC population within the same individual. Different RBCs vary significantly in their structure (Picas et al., 2013), density, adhesion, deformity and their response to various treatments (Wang et al., 2013; Alapan et al., 2014). However, RBC heterogeneity may also impact variation in hemolysis, vascular blockage, and clinical manifestation. For example, “dense cells” represent a small population of RBCs but have much higher cellular density often postulated to block microcirculation (Rodgers et al., 1985). Additionally, another RBC population, “F cells,” express fetal hemoglobin and have the ability to inhibit HbS polymerization. Many therapeutic approaches for SCD aim to increase HbF expression and the percentage of F cells. While we know such phenotypic heterogeneity among SCD patients exists we do not have effective methods to accurately characterize RBC heterogeneity, which in turn prevents the functional association of SCD risk alleles with the disease or the development of novel therapeutics.

RBC is routinely used for blood transfusion with more than 100 million units of blood collected worldwide annually (Organization 2014). Standard blood bank protocols allow for the storage of RBCs up to 42 days prior to transfusion. There are conflicting reports whether the RBC quality decreases proportionally as storage time increases, and whether poor clinical outcomes are associated with in the recipients of stored RBC (Tinmouth et al., 2006; Kim Shapiro et al., 2011; Berezina et al., 2002; D'Alessandro et al., 2015). These storage-related issues may be associated with various molecular and biochemical alterations during storage. These storage-associated changes, often collectively referred to as the “storage lesion” (Wolfe 1985), include morphological alteration, biochemical alternations (reduced ATP, 2,3-diphosphoglycerate, and glutathione), decreased oxygen delivery capacity, acidosis, altered cation homeostasis, phosphatidylserine exposure, and oxidative damage (Kim‐Shapiro et al., 2011; Berezina et al., 2002; D'Alessandro et al., 2015; D'Alessandro et al., 2010; Bennett-Guerrero et al., 2007). In addition, the storage of red cell is associated with changes in optic density, which can be used to separate fresh and stored RBC (Park et al., 2019; Park et al., 2021). Interestingly, some of these storage-associated changes are also observed during the physiological RBC aging (Antonelou et al., 2010), raising the possibility that *ex vivo* storage can be a model to investigate RBC aging. Regardless, little is known about the transcriptomic characteristics that drive the phenotypic differences of RBCs.

Given that mature human RBCs lose their nuclei during differentiation, the conventional belief has been that erythrocytes do not contain any nucleic acids. Contrary to this traditional belief, we discovered that human erythrocytes contain abundant and diverse species of microRNAs and other mRNA transcripts, a finding that has been validated by others (Rathjen et al., 2006; Chen et al., 2008; Xue et al., 2008; Sangokoya et al., 2010a; Kannan and Atreya 2010; Azzouzi et al., 2015; Sarachana et al., 2015). Our analysis of erythrocyte microRNAs identified a subgroup of HbSS with more severe anemia due to the repression of NRF2 (Nuclear factor erythroid 2-related factor 2) by the elevated expression of miR-144 (Sangokoya et al., 2010b). This study also revealed the therapeutic potential of NRF2 activation in sickle cell diseases (Doss et al., 2016; Belcher et al., 2017). Besides microRNAs, recent evidence indicates that mature RBCs have a significant number of large RNA species, including mRNA and non-coding RNA (Doss et al., 2015). Furthermore, we and other investigators have found that the RBC storage is associated with significant changes in the RBC transcriptome (Yang et al., 2018). However, these analyses used bulk analysis of RNA that inherently masks the known heterogeneous sub-populations of RBCs. New single cell analysis is needed to overcome the limitations of the previous RBC population studies. Recent advances in transcriptome technology allows us to capture a large number of individual cells to perform various genetic analysis and reveal RBC heterogeneity that has previously been masked in the bulk-cell analysis. For example, our own single cell analyses of the malaria parasites have revealed the male- and female-specific gametocytes (Walzer et al., 2018) and latent heterogeneity of asexual stage of malaria parasites (Walzer et al., 2019). However, the application of these single cell technology has yet to be applied to the discovery and interpretation of RBC heterogeneity.

In this study, we performed single red cell RNA-Seq of circulating RBC from three healthy donors that have been stored for one or 15 days. We found that the expression pattern of single RBCs clearly separates into distinct cellular clusters, including a cluster of reticulocytes with higher levels of RNA expression and a cluster of F-cells. Additional cell clusters are characterized by the expression of *ACVR2B*, *HEMGN* and *NIX*, Interestingly, the storage of RBC was associated an increase in the F-cell and *ACVR2B* cluster. We also employed these scRNA-Seq data to examine the allelic expression of different hemoglobin loci. Distinct subsets of RBCs express HBG2, together with HBA1, HBA2 and HBB. Almost all the HBG2-expressing F cells also express HBB, suggesting a bi-allelic expression of the HBG2/HBB in most F-cells. These results reveal novel insights into the gene expression regulation and heterogeneity among individual RBCs.

## Materials and Methods

### Blood Collection and RNA Purification

All studies were approved by the Institutional Review Board at Emory University. Following informed consent, half unit of the whole blood from healthy adults was drawn into CPD-ADSOL [AS-1] collection set and processed into leukodepleted packed RBC units following standard procedures. Units were stored at 1–6°C in a monitored refrigerator. At day 1 and 15 of storage, 10 ml aliquots were removed via a sterile-docking device fitted with a valve to ensure there was no re-entry of air, or other contamination, into the RBC unit.

### 10X Genomics Drop-Seq for Single Red Blood Cells Sequencing

Three pairs of blood units stored for one and 15 days were submitted for analysis by the 10X Genomics Chromium platform (Zheng et al., 2017). Libraries were prepared following the 10x Genomics Single Cell 3’ Reagent Kits v2 User Guide. Briefly, Single cells were dissociated, then washed and resuspended in a 1x PBS/0.04% BSA solution, at a concentration of 1,000 cells/ul. After size selection (<50um), the cell suspension was washed with a 1x PBS/0.04% BSA solution to remove debris, clumps, dead cells and contaminants, and a Cellometer (Nexcelom) was used to determine the cell viability and concentration to normalize to 1 × 10^6^ cells/ml. We titered each prep to contain ∼10,000 cells per library. Cells were then combined with a master mix that contains reverse transcription reagents. The gel beads carrying the Illumina P7 and R2 primer, a 16bp 10x barcode, a 10bp randomer and a poly-dT primer were loaded onto the chip, together with oil for the emulsion reaction. The Chromium Controller partitions the cells into nanoliter-scale gel beads in emulsion (GEMS) within which reverse-transcription occurs. All cDNAs within a GEM, i.e., from 1 cell, share a common barcode. After the RT reaction, the GEMs were broken and the full length cDNAs cleaned with both Silane Dynabeads and SPRI beads. After purification, the cDNAs were assayed on an Agilent 4200 TapeStation High Sensitivity D5000 ScreenTape for qualitative and quantitative analysis.

The cDNA was enzymatically sheared to a target size of ∼200 bp and then sequencing libraries constructed. This entailed end repair and A-tailing, adapter ligation, SPRI bead clean-up, a sample index PCR, and further SPRI bead clean-ups. The sample index PCR adds a unique sample index for sample multiplexing during sequencing, and Illumina P5 and R1 primer site addition. The final libraries contain P5 and P7 primers used in Illumina bridge amplification. Sequence was generated using paired end sequencing (one end to generate cell specific, barcoded sequence and the other to generate sequence of the expressed poly-A tailed mRNA) on an Illumina sequencing platform (NextSeq 4000).

### Data Analysis

The primary analytical pipeline for the SC analysis followed the recommended protocols from 10X Genomics. Briefly, we processed the raw FASTQ files using Cell Ranger software version 5.0^1^. The first steps of this program demultiplex the raw reads and align the reads to the 10X GRCh38 reference transcriptome and gene expression matrices created for all single cells in each sample. Due to the low RNA content of RBCs being sequenced along with erythrocytes, the “--force-cells” parameter of cellranger count was used to ensure capture of all RBC types.

The secondary statistical analysis was performed using R statistical methodology, R package Seurat^2^, which performs quality control and subsequent analyses on the gene expression matrices produced by CellRanger. In Seurat data was first normalized on the log scale after basic filtering for minimum gene and cell observance frequency cut-offs. We then closely examined the data and performed further filtering based on a range of metrics in attempt to identify and exclude possible multiplets (i.e. instances where more than 1 cell was present and sequenced in a single emulsified gel bead (Setup the Seurat Object 2011). The additional removal of further technical artifacts was performed using regression methods to reduce noise. After quality control procedures were complete, we calculated principal components using the most variably expressed genes in our dataset (Setup the Seurat Object 2011). Significant principal components for downstream analyses were determined through methods mirroring those implemented by Macosko et al. (Macosko et al., 2015), and these principal components were carried forward for two main purposes: to perform cell clustering and to enhance visualization. Cells were grouped into an optimal number of clusters for *de novo* cell type discovery using Seurat’s FindClusters () function (Setup the Seurat Object 2011), graph-based clustering approach with visualization of cells being achieved by the use of UMAP (McInnes et al., 2018), which reduced the information captured in the selected significant principal components to two dimensions, (McInnes et al., 2018). Differential expression of relevant cell marker genes was visualized on UMAP plot to reveal specific individual cell types.

### Cell Trajectory Analysis

The cell trajectory analysis was performed using R package Monocle2 that uses reversed graph embedding to describe multiple fate decisions in a fully unsupervised manner (Qiu et al., 2017). The dimensionality was reduced by performing a Principle Components Analysis (PCA) followed by t-SNE to project cells into two dimensions (Monocle2 Documentation [). Density peak clustering, based on each cell’s local density (Ρ) and the nearest distance (Δ) of a cell to another cell with higher distance, identifies cell clusters in 2-D t-SNE space (Qiu et al., 2017). The top significant genes across all clusters as input for the RGE algorithm were used to define progress through the trajectory (Monocle2 Documentation).

## Results

### Experimental Plans and Protocol Optimization

To define the single cell transcriptome of circulating red cells, blood samples were obtained from three healthy donors after consent according to the Institute of Review Board at Emory University. The blood samples were leukodepleted to remove leukocytes, washed and processed according to the protocols of American Red Cross. Aliquots of three leukodepleted AS-1 packed RBC units were sampled at day 1 (Day 1) and day 15 (D15) (Figure 1) (Sangokoya et al., 2010c). Drop-Seq analysis was carried out as recommended by 10x Genomics, but with a modification to the number of amplification cycles. Since each RBC contains significantly less RNA than regular nucleated cells, we increased the number of amplification cycles to generate cDNA library with broad size distribution, similar to other nucleated cells. The thus generated cDNA libraries were sequenced on an Illumina HiSeq 4000 at a mean depth of 58,061 reads/cell.

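Red blood cells (RBCs) lose their nucleus during maturation and keep little RNA. In the droplet method used here, each cell is enclosed with a gel bead whose barcode marks every cDNA made from that cell, and a unique molecular identifier (UMI) on each cDNA lets the amplified copies of 1 molecule be counted once. The primer binds poly-A tails, so the reads come from polyadenylated transcripts. The deposited data are 2 libraries, 1 of RBCs stored for 1 day and 1 of RBCs stored for 15 days. Each combines samples of 3 donors. The data used here do not assign barcodes to donors, so each storage day is 1 sample, no spread between donors can be given and no statistical test was made between the days. The authors aligned the reads to the 10x GRCh38 reference and counted them with Cell Ranger, forcing the number of cells, and deposited the UMI counts per gene and barcode without normalization. Each library lists 5000 barcodes, and genes are listed by Ensembl identifier and symbol. The total count was 2120611 UMIs at day 1 and 1842193 UMIs at day 15. The paper's mean depth of 58061 is in reads per cell, whereas all values given here are in UMIs, with a mean of 424 UMIs per barcode at day 1 and 368 at day 15. HBB, HBA1 and HBA2 together held 97.6% of the UMIs at day 1 and 97.4% at day 15. Because the number of cells was forced, the files do not mark which barcodes held an RBC and which held an empty droplet. All deposited barcodes were kept, since the paper's text gives no numeric values for its own filters, and no doublet caller was run. To compare shares of barcodes at equal depth, each barcode was also thinned at random to 32 UMIs, which left out 29 barcodes at day 1 and 216 at day 15 that were shallower. Intervals given with shares are exact (Clopper-Pearson) 95% binomial intervals, and those given with summed UMIs are exact Poisson intervals. They cover counting error only, not differences between donors or library preparations. The sequencing instrument is named differently in the methods, the results and the deposited labels.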

**FIGURE 1:**
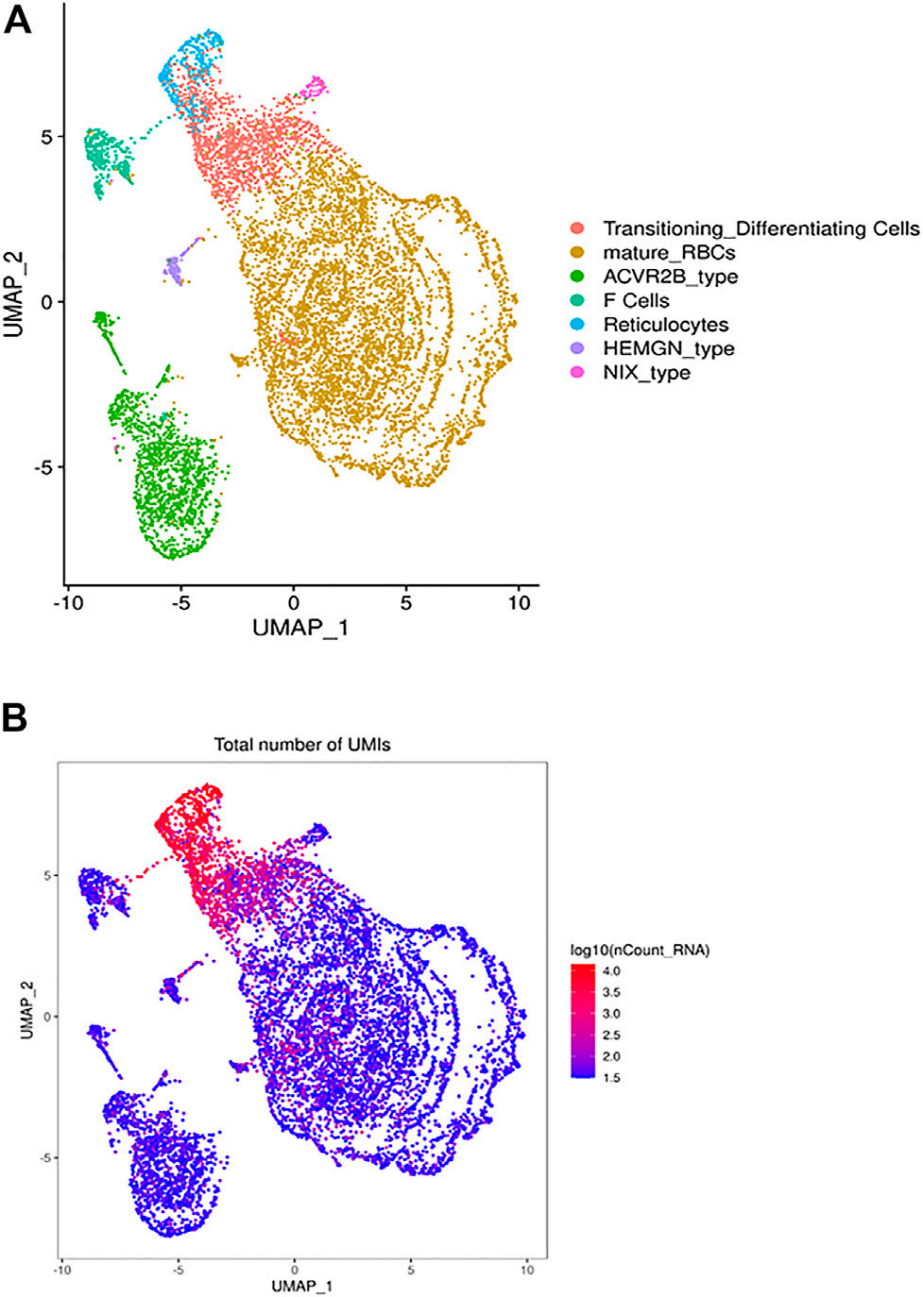
The heterogeneous clusters of the circulating RBCs and the number of expressed transcripts. Leukodepleted RBC units from three different individuals were incubated at 4°C for one and 15 days. Aliquots of RBCs were removed from the bag, centrifuged, subjected to the single cell RNA-Seq pipeline of Chromium. **(A)** The UMAP presentation of the heterogeneous clusters of RBCs with the clusters identified by expressed UMIs **(B)** and cluster-specific genes.

### Overall Clustering Patterns Based on the Gene Expression Patterns of Red Blood Cells

The UMAP analysis we identified 21 different clusters that were grouped into 7 cell types (Figure 1A) based on canonically expressed genes (Supplementary Table S1) and the relative levels of gene expression between the distinct clusters (Figure 1B). 

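The 10000 barcodes of both libraries were clustered together in Seurat, with log normalization to 10000 UMIs, up to 2000 variable genes, 20 principal components and a resolution of 0.8. The number of components and the resolution are not given in the paper's text, so these are common settings of the program. This gave 52 clusters of 49 to 938 barcodes. The number of clusters moved most when the hemoglobin genes were left out of the variable genes, which gave 23 clusters. Cluster names were taken from the marker genes in the paper's supplementary table, which had itself been made from these libraries, and a cluster was named only where at least 3 markers of a type were 2-fold or more above the other barcodes and its leading gene was among them. By this rule 2 clusters were transitioning-like, 1 was ACVR2B-group-like and 49 stayed without a name. In 36 of the 52 clusters, exactly 1 gene was both detected in at least 90% of the barcodes and at least 2-fold above the other barcodes. These 36 clusters held 4639 barcodes, 46.4% of all, and their median depths ran from 37 to 59 UMIs per barcode.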

The distribution of UMIs in each individual cluster indicates that a small percentage of cells express 150–300 genes, include many ribosomal transcripts, while other RBCs expressed as few as 30 genes. 

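The number of UMIs per barcode ran from 31 to 14141 at day 1, with a median of 42 and quartiles of 35 and 76. At day 15 it ran from 31 to 14125, with a median of 41 and quartiles of 35 and 65. Barcodes with 31 to 50 UMIs made up 62.3% of the day 1 library (60.9 to 63.6%) and 66.2% of the day 15 library (64.9 to 67.6%). The 410 barcodes with 1000 or more UMIs at day 1 and the 372 at day 15 held 82.5% and 81.2% of all UMIs. The number of genes detected per barcode ran from 2 to 207 at day 1 and from 2 to 172 at day 15, with a median of 5 in both libraries. Only 4 barcodes at day 1 (0.08%, 0.022 to 0.205%) and 2 at day 15 (0.04%, 0.0048 to 0.144%) had 150 or more genes, whereas 94.7% and 95.3% of the barcodes had 30 or fewer. Ribosomal protein genes made up 13.6% of the UMIs outside HBB, HBA1 and HBA2 in barcodes with 1000 or more UMIs at day 1, and 14.3% in barcodes with 31 to 50 UMIs. At day 15 these shares were 11.8% and 12.0%. The deep barcodes held 11.0 ribosomal protein UMIs each at day 1, against 0.296 in barcodes with 31 to 50 UMIs.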

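Among the rebuilt clusters, cluster 0 had by far the deepest barcodes, with 938 barcodes and a median of 2593 UMIs. The next deepest, cluster 1, had 788 barcodes and a median of 99 UMIs. The paper's supplementary marker table gives for reticulocytes, the last stage before the mature cell, genes such as HBD, FAM210B, ADIPOR1 and MKRN1. Cluster 0 held 4.47 UMIs of these markers per barcode at day 1 and 4.07 at day 15. In the shallowest decile of barcodes, with a median of 32 UMIs, there were 0.052 and 0.026 such UMIs per barcode. Scaled to the total UMIs of the same barcodes (CPM), the markers stood at 1273 CPM in cluster 0 at day 1 (1221 to 1327) and at 1621 CPM in the shallowest decile (1059 to 2376), and at day 15 they stood at 1225 CPM (1169 to 1283) and 824 CPM (439 to 1408). In cluster 1 they stood lower, at 381 CPM (279 to 508) at day 1 and 443 CPM (330 to 582) at day 15. The shallowest decile rests on 26 and 13 UMIs of these markers, and its intervals overlap those of cluster 0. At day 15 each of the first 8 deciles of UMIs per barcode stood below cluster 0, from 824 to 1081 CPM. Each of their intervals overlapped that of cluster 0. These intervals rest on 13 to 36 marker UMIs per decile and the deciles were not pooled, so a lower level over all 8 is not excluded. At day 1 the first 8 deciles lay on both sides of cluster 0, from 776 CPM in the second to 1645 CPM in the sixth. Cluster 0 was led by FAM210B, but with 1 reticulocyte marker at 2-fold or more it stayed without a name by the rule on markers.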

Based on canonical and level of gene expression we annotated the transcriptionally active cluster as reticulocytes and young RBCs, while the adjacent lower expressing cluster represents mature RBCs. An intermediate cluster was characterized by the cluster-specific expression of large number of genes known to be expressed in RBCs, include many ribosomal transcripts. 

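To follow these transcripts without using the clusters, the barcodes of each library were also split into deciles by their UMIs. Of the 28 genes listed for the transitioning type in the supplementary marker table, 22 were summed, leaving out HBA1, HBA2, HBM, BNIP3L and 2 others. The summed genes, of which RPL21, RPS12, RPLP2 and most others are ribosomal, reached their highest level in the ninth decile, where the median depth was 203.5 UMIs at day 1 and 146 at day 15. They stood there at 16745 CPM at day 1 (16027 to 17487), within counting error of the eighth decile, and at 18303 CPM at day 15 (17434 to 19205). In the deepest decile they stood at 4786 CPM (4686 to 4887) and 4812 CPM (4705 to 4921), and in the shallowest at 8231 CPM (6887 to 9761) and 8870 CPM (7461 to 10467). Counted per barcode, the same transcripts were most frequent in the deepest decile, with 17.4 UMIs at day 1 against 4.09 in the ninth. In the ninth decile, 24.4% of the barcodes at day 1 (20.7 to 28.4%) and 18.8% at day 15 (15.5 to 22.5%) were listed in the other library with at least 10 times as many UMIs. Without them the summed genes stood at 20495 CPM (19591 to 21431) and 20335 CPM (19358 to 21349).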

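HBM, HBA2 and HBA1 lie in this order on the plus strand of chromosome 16 in GRCh38, from 165978 to 166764, from 172876 to 173710 and from 176680 to 177522. In the transitioning-like clusters, with 532 barcodes at day 1 and 479 at day 15, HBA2 made up 38.4% of the UMIs at day 1 (38.1 to 38.7%) and 38.4% at day 15. In the remaining barcodes outside these clusters and cluster 0, its share was 21.97% (21.8 to 22.1%) and 24.3%. The share of HBA1 was 12.1% (11.9 to 12.2%) and 12.0% in the transitioning-like clusters, against 8.97% (8.86 to 9.09%) and 9.30% in the remaining barcodes. These values come from cluster 1, with HBA2 at 39.4% and 39.2%. In the smaller cluster 13, HBA2 stood at 20.7% (19.7 to 21.7%) and 23.5% (22.5 to 24.5%) and HBA1 at 8.84% (8.16 to 9.56%) and 8.22% (7.58 to 8.90%), which is not above the remaining barcodes. HBM was close to the limit of detection, with 20 UMIs in these clusters at day 1 and 27 at day 15. Its share was 0.0157% (0.0096 to 0.0243%) and 0.0221% (0.0146 to 0.0322%). The hemoglobin genes were among the variable genes that shaped the clusters, and cluster 38, led by HBM, took 31 of the 61 HBM UMIs of the remaining barcodes at day 1 and 50 of 81 at day 15, so HBM is not compared between these classes. In cluster 0, HBA1 stood at 15.6% and 15.3%, HBA2 at 31.2% and 30.8% and HBM at 0.0302% (0.0276 to 0.0329%) and 0.0387% (0.0356 to 0.0421%), so that HBA1 was higher there than in the transitioning-like clusters and HBA2 was lower. In the ninth decile of UMIs per barcode, HBA2 stood at 29.0% and 31.4% against 21.9% and 22.7% in the shallower deciles, and HBM at 0.0541% (0.0418 to 0.0688%) and 0.0650% (0.0495 to 0.0838%) against 0.0309% and 0.0378%. There HBA1 was at 9.31% (9.15 to 9.48%) and 9.95% (9.75 to 10.1%), against 9.34% (9.21 to 9.48%) and 9.14% (9.00 to 9.28%), so that its difference at day 1 was within counting error. Without barcodes at least 10 times deeper in the other library, the ninth decile had 33.6% and 33.9% HBA2 against 22.4% and 23.3%, and HBA1 stood at 10.1% (9.90 to 10.3%) and 10.4% against 9.57% (9.43 to 9.71%) and 9.34%. HBM then stood at 0.0499% (0.0367 to 0.0664%) against 0.0313% (0.0234 to 0.0410%) at day 1, where the intervals overlapped, and at 0.0702% (0.0530 to 0.0911%) against 0.0383% (0.0292 to 0.0493%) at day 15.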

Further, this cluster is enriched for HBA1, HBA2 and HBM expression, which suggests that this cluster represents transitioning reticulocytes to mature RBCs (Figure 1A).

Next, we identified the cluster-specific genes (Supplementary Table S2) to generate a heatmap (Supplementary Figure S1) that further supported the further annotation of defined the RBC clusters. For example, one cluster is highly enriched in the expression of HBG2 and correspond to what are usually known as F cells. 

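At least 1 UMI of HBG2, which encodes a gamma chain of fetal hemoglobin, was found in 83 of 5000 barcodes at day 1 (1.66%, 1.32 to 2.05%) and in 255 of 5000 at day 15 (5.1%, 4.51 to 5.75%). Thinned to equal depth, the shares were 1.13% (0.85 to 1.46%) and 3.57% (3.07 to 4.14%). Of these barcodes, 63 at day 1 and 226 at day 15 held exactly 1 HBG2 UMI. The setting that moved the share most was a minimum of 2 UMIs, which left 0.40% of the barcodes at day 1 (0.24 to 0.62%) and 0.58% at day 15 (0.39 to 0.83%). The HBG2 UMIs were concentrated in a few barcodes. The 11 barcodes with 10 or more at day 1 held 92.9% of the 1235 HBG2 UMIs, and the 12 such barcodes at day 15 held 94.0% of 4438. In the barcode with the most HBG2, it made up 5.28% of the UMIs at day 1 and 13.4% at day 15. The libraries hold no other cell type that should lack HBG2 and could give the level of free RNA. In barcodes with 1000 or more UMIs, at median depths of 3455.5 and 3349.5 UMIs, 97.6% (95.6 to 98.8%) at day 1 and 96.2% (93.8 to 97.9%) at day 15 held none.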

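Over both libraries together, 338 of 10000 barcodes (3.38%, 3.03 to 3.75%) held at least 1 HBG2 UMI. This denominator is all deposited barcodes, and a barcode was counted by its HBG2 UMIs, not by membership in a cluster. With each barcode thinned to equal depth the share over both libraries was 2.33%, and with a minimum of 2 HBG2 UMIs it was 0.49%.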

In the healthy individual, F-cell is expected to be present in 2–3% of the RBC, consistent with the 3.5% cells found in our analysis.

While the remaining RBC clusters have similar gene expression profiles they exhibit differential gene expression that may define RBC subtypes or at least expression state. For example, stratified clusters was enriched for expression of ACVR2B, which encodes Activin receptor type-2B, a transmembrane serine/threonine kinase receptor for activin. 

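The supplementary marker table lists 9 genes for the ACVR2B type. The 5 with the largest differences there, ACVR2B with GPM6A, BDH1, PIGN and GABRE, were taken as the ACVR2B group, and DONSON, OAZ1, FTL and GYPC were left out. ACVR2B lies on the plus strand of chromosome 3 in GRCh38, from 38453890 to 38493142, and is protein-coding with 11 exons in the reference transcript. At least 1 ACVR2B UMI was found in 181 of 5000 barcodes at day 1 (3.62%, 3.12 to 4.18%) and in 283 at day 15 (5.66%, 5.04 to 6.34%). No barcode held more than 2 ACVR2B UMIs at day 1 or more than 4 at day 15, and 93.4% and 88.0% of the barcodes with the transcript held exactly 1. At least 1 UMI of any of these 5 genes was found in 12.86% of the barcodes at day 1 (11.9 to 13.8%) and in 19.72% at day 15 (18.6 to 20.9%), or in 9.35% (8.56 to 10.2%) and 15.3% (14.3 to 16.4%) after thinning. The barcodes with ACVR2B had a median depth of 39 UMIs in both libraries. In the deepest decile of barcodes, a transcript of the group was found in 7.6% (5.4 to 10.3%) at day 1 and 8.4% (6.1 to 11.2%) at day 15, against 14.2% (13.2 to 15.3%) and 22.3% (21.0 to 23.6%) in the first 8 deciles. SLC25A37, which encodes a mitochondrial iron carrier and is also among the markers of the transitioning type, rose with depth instead, from 5.45% of the barcodes in the first 8 deciles to 89.4% in the deepest decile at day 1.

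**Figure D1:**
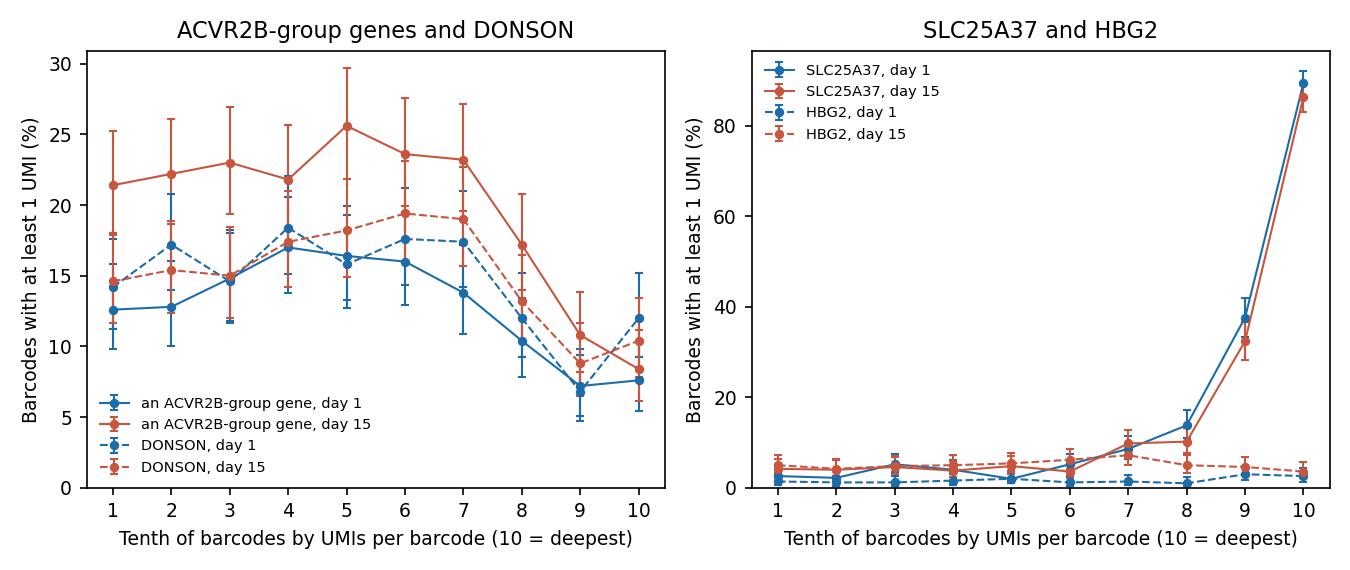
Percent of barcodes with at least 1 UMI (vertical axis) in each decile of UMIs per barcode (horizontal axis, 10 the deepest), for the ACVR2B-group genes and DONSON on the left and for SLC25A37 and HBG2 on the right. Points are 500 barcodes of day 1 (blue) or day 15 (red), with exact 95% binomial intervals. SLC25A37 reaches 89.4% in the deepest decile at day 1, while the ACVR2B-group genes are at 7.6% there.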

Activins are dimeric growth and differentiation TGF-beta family factors shown to regulate erythropoiesis. Luspatercept Acvr2b (L79D)-Fc) is a novel treatment for transfusion-dependent *β*-thalassemia patients that improves erythropoiesis. Another RBC cluster differentially expresses HEMGN, encoding hemogen or EDAG (Erythroid differentiation associated). 

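HEMGN lies on the minus strand of chromosome 9 in GRCh38, from 97926791 to 97938172. It was found in 112 barcodes at day 1 (2.24%, 1.85 to 2.69%) and in 113 at day 15 (2.26%, 1.87 to 2.71%), with 133 and 127 UMIs in all. Thinned to equal depth, these shares were 0.845% (0.61 to 1.14%) and 1.00% (0.74 to 1.33%). Exactly 1 UMI was present in 87.5% of the day 1 barcodes and in 91.2% of the day 15 barcodes with the transcript. Their median depth was 114 UMIs at day 1 and 121 at day 15.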

EDAG is homologous to mouse Hemgn and rat RP59, is a hematopoietic specific transcriptional regulator involved in cell proliferation, differentiation, and apoptosis (Rodgers et al., 1985; Wang et al., 2013; Alapan et al., 2014). 

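BNIP3L lies on the plus strand of chromosome 8 in GRCh38, from 26383054 to 26413127, with 6 exons in the reference transcript. A total of 320 BNIP3L UMIs at day 1 and 277 at day 15 fell in 214 barcodes (4.28%, 3.74 to 4.88%) and 211 barcodes (4.22%, 3.68 to 4.81%). These barcodes were deeper than most, with median depths of 592 and 1008 UMIs, and the highest count in a barcode was 10 at day 1 and 5 at day 15. After thinning, the transcript was found in 1.33% (1.03 to 1.69%) and 1.15% (0.87 to 1.49%) of the barcodes.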

Finally, another cluster via its enriched expression of BNIP3L that encodes NIX which essential for the mitochondria clearance during the terminal differentiation of RBCs (Schweers et al., 2007; Sandoval et al., 2008).

### Hemoglobin Expression in Individual Red Blood Cells

Given the importance of hemoglobins in RBC function, we next examined the allelic expression of individual hemoglobin transcripts in individual RBCs (Figure 2). We identified the expression of the two human fetal (*HBG2* and *HBG1*) globin genes within our annotated clusters (Figure 1A; Supplementary Figure S1A), including *HbG2* encoding fetal hemoglobin. 

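The fetal genes lie side by side on the minus strand of chromosome 11 in GRCh38, HBG1 from 5248269 to 5249857 and HBG2 from 5253188 to 5254781. HBB lies at 5225464 to 5227071 and HBD at 5232838 to 5234483, and each of these genes has 3 exons. In the reference transcripts, the coding sequences of HBG1 and HBG2 are identical at 442 of 444 positions and their 3′ untranslated regions at 87 of 90 aligned positions. The counts of this pair are therefore uncertain, because few positions tell reads of the genes apart. HBG1 was counted with 58 UMIs in 10 barcodes at day 1 and with 62 UMIs in 8 barcodes at day 15. Of these, 9 and 7 also held HBG2. The barcodes with HBG1 were deep, with medians of 1344 UMIs at day 1 and 4641 at day 15, while the median depth of barcodes with HBG2 was 46 and 42 UMIs.

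**Figure D2:**
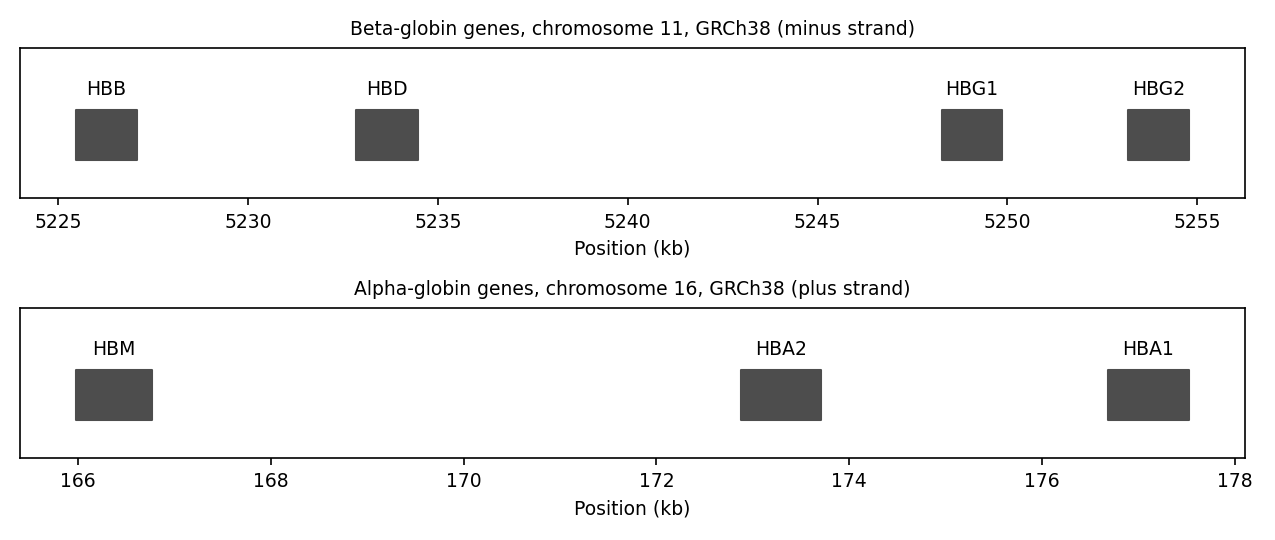
Positions of the beta-globin genes (top, chromosome 11, minus strand) and the alpha-globin genes (bottom, chromosome 16, plus strand) named here, in kb of GRCh38, with each box drawn to scale from the start to the end of the reference transcript. HBG1 and HBG2 are neighbors and HBB lies at lower coordinates.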

Interestingly almost all RBCs in this cluster also express HbB (Figure 2A). During the hemoglobin switching, the locus control region (LCR) is supposed to switch from the fetal HbG locus to adult HbB (Sankaran and Orkin 2013). Since each LCR can interact with and activate the expression of either HbG2 or HbB gene at a time (Wijgerde et al., 1995), these data suggest that only one Hb allele has been switched from HBG2 to HBB, while the other allele still maintains the HBG2 expression. These results suggest an allelic specific hemoglobin switching in all the individual RBCs.

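All 83 barcodes with HBG2 at day 1 (95.7 to 100%) and all 255 at day 15 (98.6 to 100%) also held HBB. The median was 29 HBB UMIs in these barcodes at day 1 and 26 at day 15, and the lowest was 14 and 8. In barcodes without HBG2, the median was 28 and 26. HBB was found in 5000 of 5000 barcodes at day 1 and in 4999 at day 15, so it was present with or without HBG2. In the barcodes with 10 or more HBG2 UMIs, HBB made up at least 28.4% of the UMIs at day 1 and 33.1% at day 15. From the presence of both transcripts in the same cells, and because each locus control region activates either gene at a time, the paper proposes that a single allele has switched to HBB while the other keeps HBG2.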

**FIGURE 2:**
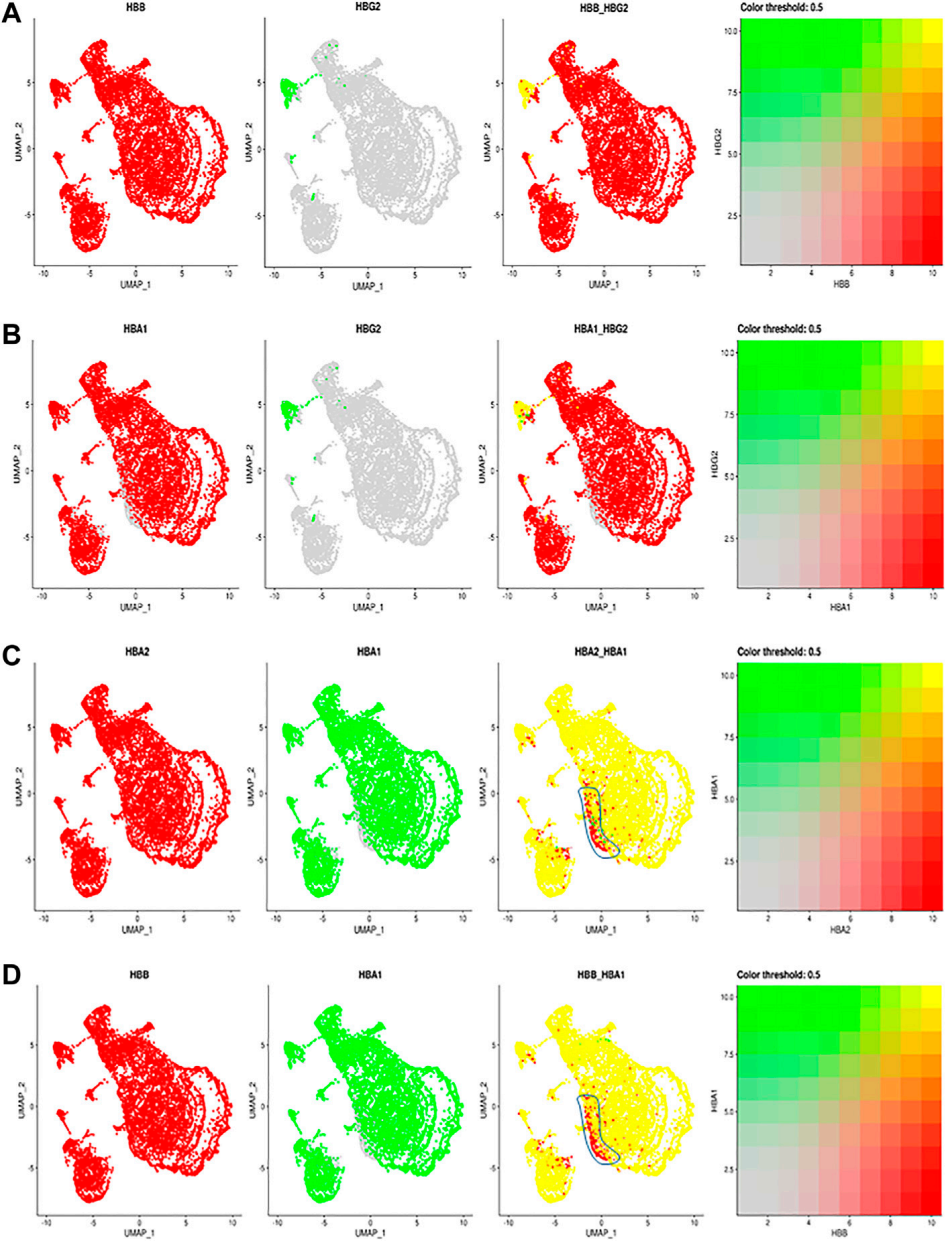
The comparisons and correlations of different hemoglobin genes in the individual RBCs. Pairwise comparison of hemoglobin genes within the overall UMAP projection including **(A)** HBB vs. HBG2 **(B)** HBA1 vs., HBG2 **(C)** HBA2 vs. HBA1 and **(D)** HBB vs. HBA, where each gene is assigned a color red or green and the intersection of expression is yellow, or the absence of expression is reflected in the primary gene color (right of each figure).

Other than F cells, almost all remaining RBC express both HBA2 and HBB (Figure 2B). 

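Of the 4917 barcodes without HBG2 at day 1, all 4917 held both HBA2 and HBB (99.9 to 100%). At day 15, the count was 4742 of 4745 barcodes (99.94%, 99.82 to 99.99%). With at least 2 UMIs of each gene required, the shares were 99.7% and 99.6%, and thinned to equal depth they were also 99.7% and 99.6%.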

Although most RBCs expressing HBA2 also express HBA1, a small portion of RBC cells in different RBC clusters only expressed HBA2 (Figures 2C,D, blue circle). These results indicate a modest heterogeneity in the allelic expression of the two HbA loci among different RBCs. 

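HBA2 was found without HBA1 in 141 of 5000 barcodes at day 1 (2.82%, 2.38 to 3.32%) and in 140 at day 15 (2.80%, 2.36 to 3.30%). The reverse, HBA1 without HBA2, was found in 0 of 5000 barcodes at day 1, which allows a share of up to 0.0738%, and in 2 at day 15. The barcodes without HBA1 were shallow, with a median of 35 UMIs at day 1 and 36 at day 15 and at most 118 and 107 UMIs, while barcodes with HBA1 had a median of 43 and 41. Across each library there were 2.10 and 2.13 HBA2 UMIs for each HBA1 UMI. To give the share that sampling alone produces, the UMIs of each barcode were drawn 100 times with the HBA1 share of its own decile of UMIs per barcode. The draws had a median of 1.89% at day 1, with a lowest of 1.42% and a highest of 2.34%, and a median of 2.10% at day 15, with a lowest of 1.70% and a highest of 2.64%. Without the lowest quartile of barcodes by UMIs the observed shares were 1.93% and 2.26%, and with each barcode thinned to equal depth they rose to 6.24% and 5.41%. The coding sequences of HBA1 and HBA2 are identical over all 429 positions of the reference transcripts and the 3′ untranslated regions at 91 of 111 aligned positions, so the counts of each gene rest on reads from the untranslated region.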

The significance of such difference will require further exploration.

### The Changes of the Red Blood Cell Clustering During Red Blood Cell Storage

Next, we determined the effects of storage on RBC clustering by comparing the expression of day 1 vs. day 15 samples. 

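Each of the 52 rebuilt clusters held barcodes of day 1 and of day 15, with at least 21 barcodes of either day. Day 15 gave between 33.3% and 78.1% of the barcodes, with a median of 48.0%, and 39 of the clusters lay between 40% and 60%. The share was highest in cluster 10, led by HBG2, with 78.1% (72.4 to 83.1%), and in cluster 30, led by PRDM6, with 70.6% (61.5 to 78.6%). In the ACVR2B-group-like cluster 5 it was 63.0% (57.8 to 68.0%). Cluster 30 also had 4 of the ACVR2B-group genes at 2-fold or more, and had no name because PRDM6 is not a marker. The unnamed clusters led by GPM6A, BDH1 and PIGN stood at 62.2%, 59.0% and 60.7%. The cluster led by ACVR2B itself stood at 56.0% (47.9 to 63.8%), which includes an even split. Where the leading transcript itself differed in amount between the libraries, the share is not read as the size of a cell type. Cluster 0 had 47.0% of its barcodes from day 15 (43.8 to 50.3%) and cluster 1 had 49.2% (45.7 to 52.8%).

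**Figure D3:**
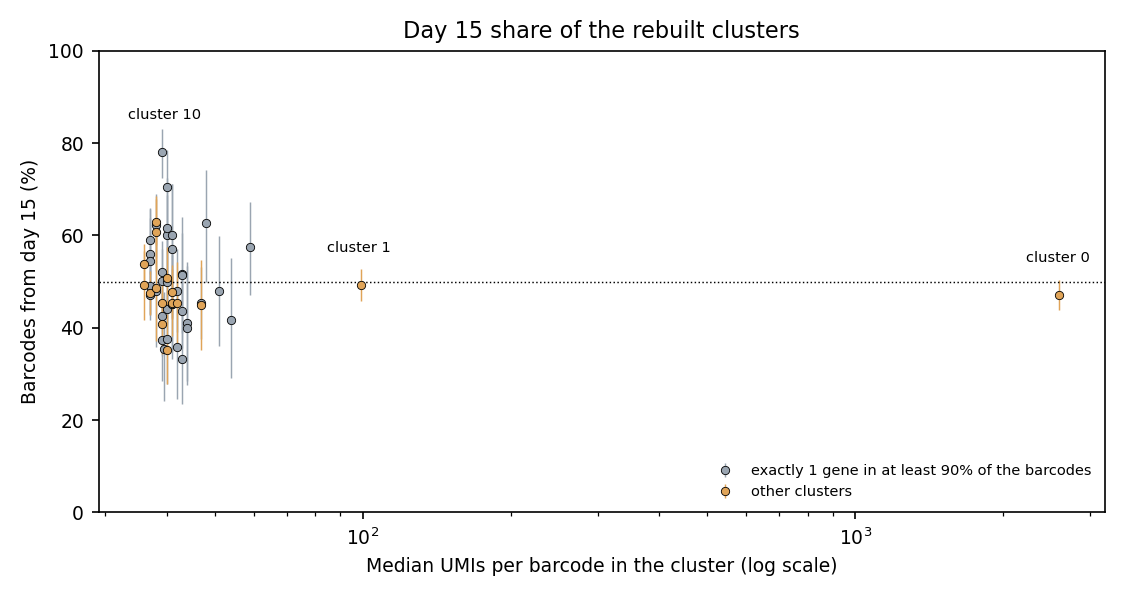
Percent of the barcodes of each cluster that came from day 15 (vertical axis) against the median UMIs per barcode of the cluster (horizontal axis, log scale), for all 52 clusters. Gray points are clusters in which exactly 1 gene is found in at least 90% of the barcodes and is at least 2-fold above the others, orange points are the other clusters, bars are exact 95% binomial intervals and the dotted line marks 50%. Most points lie between 40% and 60%, and the highest is cluster 10, led by HBG2.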

As shown in Figure 3A, both day 1 and day 15 samples were well represented in each cluster of RBCs, indicating a similar RBC heterogeneity and lack of day-specific artifacts in the expression of RBCs. However, when the frequency distribution within different RBC clusters was compared between day 1 vs. day 15 samples, we noted that the sizes of several clusters are different among the day 1 vs. 15 samples (Figure 3B). 

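The share of barcodes with HBG2 was 3.07 times as high at day 15 as at day 1, with a range of 2.19 to 4.34 from the intervals of both shares, and 3.17 times as high after thinning to equal depth. With a minimum of 2 HBG2 UMIs, the ratio was 1.45 (0.63 to 3.4) and was not distinguishable from no change at this depth. For a transcript of the ACVR2B group the ratio was 1.53 (1.35 to 1.75), or 1.64 after thinning and 2.13 (1.57 to 2.90) with a minimum of 2 UMIs. For HEMGN and BNIP3L, whose shares differed by less than counting error, the ratios were 1.01 (0.69 to 1.47) and 0.986 (0.75 to 1.29). Day 15 gave 75.4% of all barcodes with HBG2 (70.5 to 79.9%), 60.5% of those with a transcript of the ACVR2B group (58.1 to 62.9%), 50.2% of those with HEMGN (43.5 to 56.9%) and 49.6% of those with BNIP3L (44.8 to 54.5%). The rebuilt cluster led by BNIP3L, with 96 barcodes, had 37.5% from day 15 (27.8 to 48.0%).

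**Figure D4:**
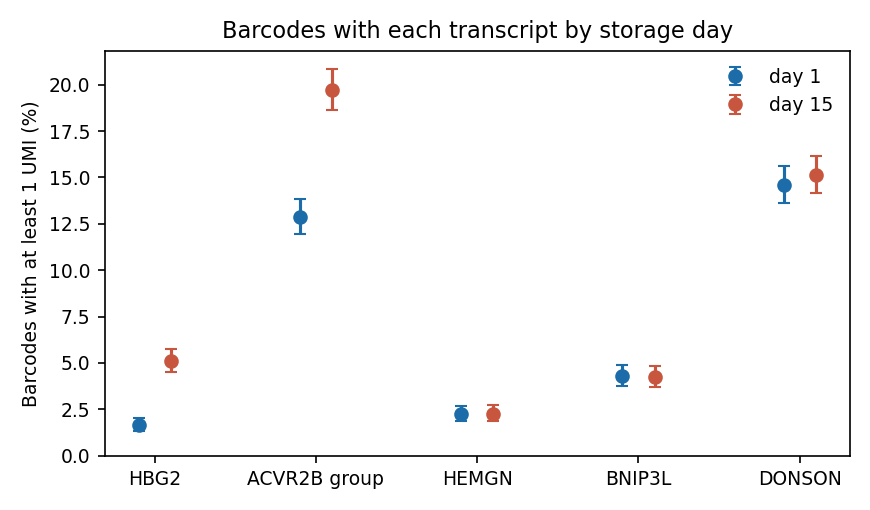
Percent of barcodes with at least 1 UMI (vertical axis) of HBG2, any ACVR2B-group gene, HEMGN, BNIP3L or DONSON (horizontal axis) at day 1 (blue) and day 15 (red), each out of 5000 barcodes. Bars are exact 95% binomial intervals, which do not overlap between the days for HBG2 and the ACVR2B group.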

When the relative number of cells within each cluster was compared between day 1 vs. 15 samples we noticed an increase in the number of F-cell and ACVR2B cells after 14 days of storage (Figure 3C). Enrichment in these RBC cell types suggests that they respond differently to *ex vivo* storage, which could have therapeutic implications and requires further study.

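Summed over each library, HBG2 rose from 582 CPM (550 to 616) to 2409 CPM (2339 to 2481), a ratio of 4.14. These intervals count each UMI as independent, although 11 barcodes at day 1 and 12 at day 15 held 92.9% and 94.0% of the HBG2 UMIs. They are therefore too narrow, and the rise rests largely on these few barcodes. The HBG2 ratio was 2.20 without the highest 1% of barcodes by UMIs. ACVR2B rose from 91.0 CPM (78.6 to 104.8) to 178 CPM (159 to 198). Among the 134 genes with at least 100 UMIs in both libraries together, whose median ratio was 0.981, PIGN (2.35) and PRDM6 (2.20) had the largest ratios after HBG2. The smallest were those of CA1 (0.648, 0.40 to 1.04), EPB41 (0.666, 0.444 to 0.995) and RIOK3 (0.666, 0.41 to 1.07). The ranges of CA1 and RIOK3 include no change. From the enrichment of F cells and ACVR2B cells after storage, the paper proposes that these RBC types respond differently to it.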

**FIGURE 3:**
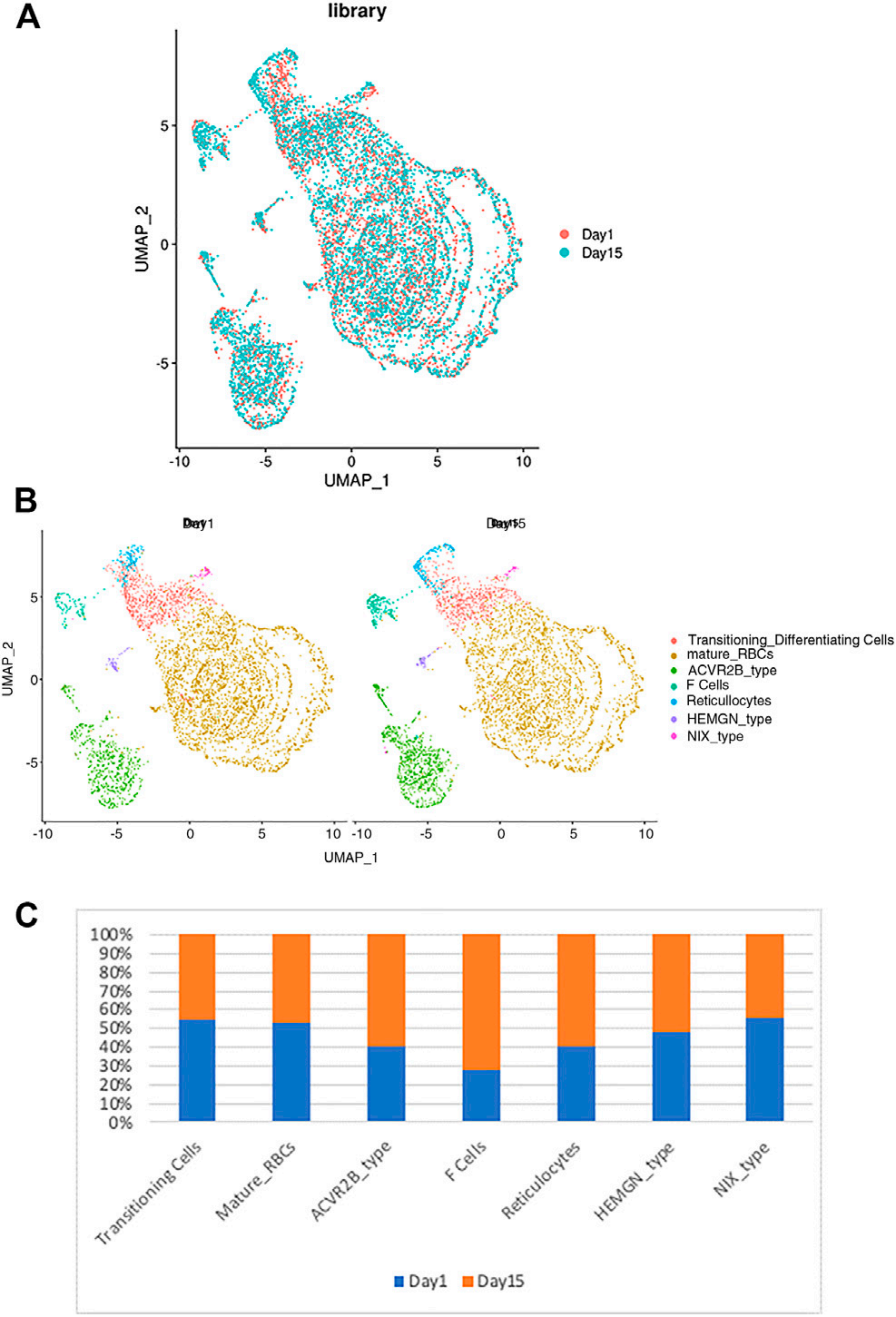
The relationship between the RBC clusters and storage times. **(A)** The indicated storage days of individual RBCs were projected into the UMAP clusters of RBCs. **(B)** The UMAP presentation of the heterogeneous clusters of separate RBCs which have been stored for one (left) or 15 days (right). **(C)** The relative frequency of the seven representative RBC clusters in day 1 vs. 15 showing an increase in ACVR2B and F-cells in *ex vivo* stored RBCs.

### Trajectory Analysis of Different Red Blood Cell Clusters

Next, we performed *in silico* pseudotime trajectory analysis of the three main RBC clusters, including the reticulocytes, transitioning cells and mature RBCs. 

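Monocle 2, which the paper used, was not run here, and a diffusion pseudotime was computed with scanpy on the principal components of the clustering. Pseudotime was counted from the barcode with the most UMIs, so that the deepest barcodes stand first by construction. The median pseudotime was 0.709 in cluster 0 (quartiles 0.627 and 0.733), 0.758 in the transitioning-like clusters (0.750 and 0.775) and 0.798 in the remaining barcodes (0.784 and 0.827). Within the transitioning-like clusters, the median was 0.754 in cluster 1 and 0.798 in cluster 13, so the latter lay with the remaining barcodes. Free RNA enters the pseudotime of each barcode too and was not removed. By deciles of UMIs per barcode, the median was 0.715 in the deepest, 0.765 in the ninth, 0.797 in the fifth and 0.802 in the shallowest. With the barcodes thinned to equal depth, the medians of the same classes were 0.143 (quartiles 0.084 and 0.527), 0.472 (0.161 and 0.537) and 0.547 (0.143 and 0.609), so that the classes overlapped. Cluster 13 (0.448) then lay ahead of cluster 1 (0.491).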

We found that the differentiation path was derived from reticulocytes to transitioning cells and finally mature RBC (Figure 4). This is consistent with the expected differentiation paths between these different RBC populations during terminal differentiation.

**FIGURE 4:**
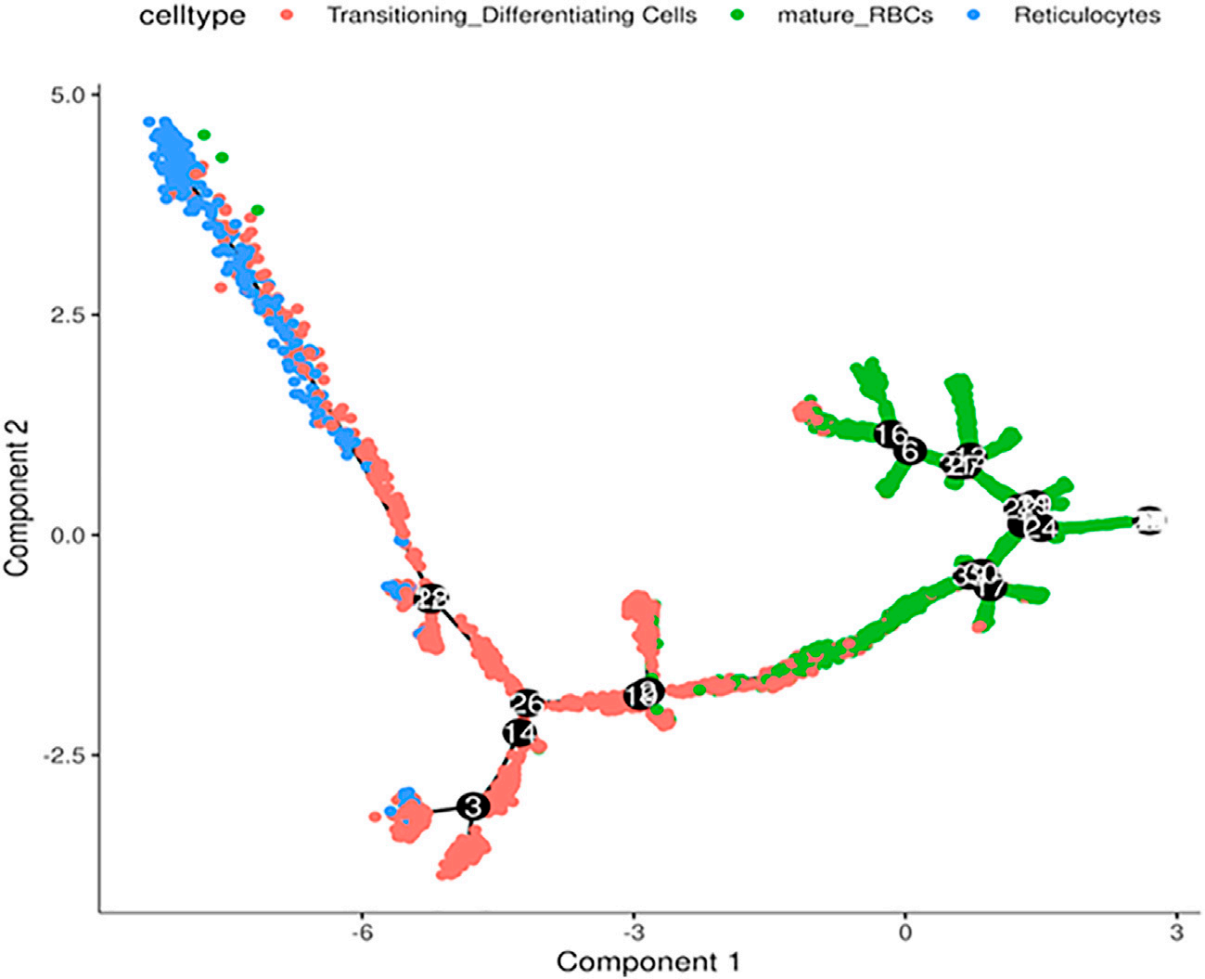
Trajectory analysis of differentiating RBCs. *In silico* analysis of differentiating RBC from reticulocytes to transitioning cells and mature RBCs colored separately.

## Discussion

In this study, we have established that single RBC RNA-Seq can be used to identify heterogeneity among RBCs with seven distinct cell clusters. Based on the cluster-specific expression, we annotated reticulocytes and F cells as previously appreciated RBC sub-population. However, such analysis also identified some novel sub-populations which may suggest distinct RBC populations.

Conventional wisdom held that the human mature RBC do not contain DNA or RNA. However, during the past decade a large number of studies have shown the presence of abundant and diverse RNA species in the mature RBC (Chen et al., 2017). Importantly, the RBC transcriptome can serve as biomarkers for human diseases (Chen et al., 2017) and mediates the host-pathogen interactions (Walzer and Chi, 2017) and intercellular communication (Mantel et al., 2016). Furthermore, RBCs are a major source of the cell-free microRNAs that may complicate the findings of many blood-based biomarkers (McDonald et al., 2011). Despite overwhelming evidence, concerns remain as to whether RBC RNA may originate from contaminating reticulocytes. However, the data we describe herein not only establishes that reticulocytes express a diverse arrays of RNA species, but trajectory analysis of our scRNA-Seq data suggests that we can detect a continuum of expression from the reticulocytes to transitioning cells to mature RBCs (Figure 4). Therefore, our single cell analysis provides the most compelling evidence to date for the existence of dynamic RBC transcriptome that can be used for subtype analysis.

The RBC transcriptome has been used as biomarkers in a wide of variety of human diseases, including SCD, thalassemia and various auto-immune diseases (Chen et al., 2017). These studies are based on the expression analysis of the bulk cell analysis of the circulating RBCs or blood cells. The distinct RBC clusters identified in this study may allow us to quantify a specific cell population as novel biomarkers that would have been masked by previous bulk-cell analyses. For example, F cells have been used to monitor the severity and treatment response of sickle cell disease. Our approach may allow us to better characterize the proportion and distribution of RBCs in these clusters that may change during disease processes or treatments as more robust and reproducible source of biomarkers that characterize these processes. Another significant opportunity arising from our data is the identification of “storage-associated” cluster frequency differences that may represent the activation of specific pathways to prolong the life span of RBCs and mimic the “aging” processes. Further, the expression profile of yet other clusters of cells from our analysis may yield insight into a better understanding of the pathology of hemolytic anemia because of their expression of auto-antigens or reduced anti-stress capacity as reflected by their gene expression.

Some of the cluster-specific genes may suggest the distinct development pathway of these RBCs as illustrated by the cluster 5 (ACVR2B) and 6 (HEMGN). For example, cluster 6 is distinct based on the expression of HEMGN, encoding hemogen or EDAG (Erythroid differentiation associated). EDAG is homologous to mouse Hemgn and rat RP59, is a hematopoietic specific transcriptional regulator involved in cell proliferation, differentiation, and apoptosis (Rodgers et al., 1985; Wang et al., 2013; Alapan et al., 2014). Overexpression of EDAG induced erythroid differentiation of CD34 ^+^ cells *in vitro* and *in vivo* using immunodeficient mice. Conversely, EDAG knockdown reduced erythroid differentiation in EPO‐treated CD34 ^+^ cells. Another cluster has elevated expression of ACVR2B, which encodes Activin receptor type-2B Transmembrane serine/threonine kinase activin receptor. The Fc fusion of ACVR2B can be used to boost the late-stage erythrocyte (red blood cell) precursor cell differentiation and maturation independent of EPO pathways (Sherman et al., 2013; Attie et al., 2014). Finally, the cluster-specific expression of BNIP3L, which encodes NIX essential for the mitochondria clearance during the terminal differentiation of RBCs (Schweers et al., 2007; Sandoval et al., 2008). This cluster may, therefore, represent RBCs with varying levels of NIX transcripts and mitochondrial clearance.

### Limitation of Red Blood Cell RNA Transcriptome

It is important to point out some important limitation of our study. First, given the lack of robust translation in mature RBCs, the cluster-specific mRNAs we have identified may not be readily lead to corresponding protein expression and functional phenotypes. In addition, there are significantly fewer transcripts per RBC, compared with the other nucleated cells. This lower number of transcripts leads to a simpler principal component structure, leading to a less robust clustering pattern more easily effected by stochastic processes. Finally, our analysis focus on polyA + mRNA, which is not the most abundant RNA species in the mature RBC whereas the majority of the RBCs are microRNAs and other small-sized RNA. Therefore, the classification by the mRNAs may not fully capture RBC heterogeneity as defined by the microRNA transcriptome. Therefore, future works will incorporate the microRNA expression patterns to further refine the RBC heterogeneity to gain a better understanding of their functional relevance in the developmental history and functional relevance.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE184916.

## References

[B1] AlapanY. LittleJ. A. GurkanU. A. (2014). Heterogeneous Red Blood Cell Adhesion and Deformability in Sickle Cell Disease. Sci. Rep. 4, 7173. 10.1038/srep07173 25417696PMC4241514

[B2] AntonelouM. H. KriebardisA. G. PapassideriI. S. (2010). Aging and Death Signalling in Mature Red Cells: From Basic Science to Transfusion Practice. Blood Transfus. 8 Suppl 3 (Suppl. 3), s39–47. 10.2450/2010.007S 20606748PMC2897187

[B3] AttieK. M. AllisonM. J. McClureT. BoydI. E. WilsonD. M. PearsallA. E. (2014). A Phase 1 Study of ACE‐536, a Regulator of Erythroid Differentiation, in Healthy Volunteers. Am. J. Hematol. 89, 766–770. 10.1002/ajh.23732 24715706PMC4173124

[B4] AzzouziI. MoestH. WollscheidB. SchmuggeM. EekelsJ. J. M. SpeerO. (2015). Deep Sequencing and Proteomic Analysis of the microRNA-Induced Silencing Complex in Human Red Blood Cells. Exp. Hematol. 43, 382–392. 10.1016/j.exphem.2015.01.007 25681748

[B5] BelcherJ. D. ChenC. NguyenJ. ZhangP. AbdullaF. NguyenP. (2017). Control of Oxidative Stress and Inflammation in Sickle Cell Disease with the Nrf2 Activator Dimethyl Fumarate. Antioxid. Redox Signaling 26, 748–762. 10.1089/ars.2015.6571 PMC542164726914345

[B6] Bennett-GuerreroE. VeldmanT. H. DoctorA. TelenM. J. OrtelT. L. ReidT. S. (2007). Evolution of Adverse Changes in Stored RBCs. Proc. Natl. Acad. Sci. U.S.A. 104, 17063–17068. 10.1073/pnas.0708160104 17940021PMC2040393

[B7] BerezinaT. L. ZaetsS. B. MorganC. SpillertC. R. KamiyamaM. SpolaricsZ. (2002). Influence of Storage on Red Blood Cell Rheological Properties. J. Surg. Res. 102, 6–12. 10.1006/jsre.2001.6306 11792145

[B8] ChenP.-H. HongJ. ChiJ.-T. (2017). Discovery, Genomic Analysis, and Functional Role of the Erythrocyte RNAs. Curr. Pathobiology Rep., 1–6. 10.1007/s40139-017-0124-z

[B9] ChenS.-Y. WangY. TelenM. J. ChiJ.-T. (2008). The Genomic Analysis of Erythrocyte microRNA Expression in Sickle Cell Diseases. PLoS One 3, e2360. 10.1371/journal.pone.0002360 18523662PMC2408759

[B10] D'AlessandroA. LiumbrunoG. GrazziniG. ZollaL. (2010). Red Blood Cell Storage: The Story So Far. Blood Transfus. 8, 82–88. 10.2450/2009.0122-09 20383300PMC2851210

[B11] D'AlessandroA. KriebardisA. G. RinalducciS. AntonelouM. H. HansenK. C. PapassideriI. S. (2015). An Update on Red Blood Cell Storage Lesions, as Gleaned Through Biochemistry and Omics Technologies. Transfusion 55, 205–219. 10.1111/trf.12804 25130459

[B12] DossJ. F. CorcoranD. L. JimaD. D. TelenM. J. DaveS. S. ChiJ.-T. (2015). A Comprehensive Joint Analysis of the Long and Short RNA Transcriptomes of Human Erythrocytes. BMC Genomics 16, 952. 10.1186/s12864-015-2156-2 26573221PMC4647483

[B13] DossJ. F. JonassaintJ. C. GarrettM. E. Ashley-KochA. E. TelenM. J. ChiJ.-T. (2016). Phase 1 Study of a Sulforaphane-Containing Broccoli Sprout Homogenate for Sickle Cell Disease. PLoS One 11, e0152895. 10.1371/journal.pone.0152895 27071063PMC4829228

[B14] DrissA. AsareK. O. HibbertJ. M. GeeB. E. AdamkiewiczT. V. StilesJ. K. (2009). Sickle Cell Disease in the Post Genomic Era: A Monogenic Disease with a Polygenic Phenotype. Genomics Insights 2009, 23–48. 10.4137/gei.s2626 20401335PMC2855197

[B15] KannanM. AtreyaC. (2010). Differential Profiling of Human Red Blood Cells During Storage for 52 Selected microRNAs. Transfusion 50, 1581–1588. 10.1111/j.1537-2995.2010.02585.x 20158686

[B16] Kim‐ShapiroD. B. LeeJ. GladwinM. T. (2011). Storage Lesion: Role of Red Blood Cell Breakdown. Transfusion 51, 844–851. 2149604510.1111/j.1537-2995.2011.03100.xPMC3080238

[B17] MacoskoE. Z. BasuA. SatijaR. NemeshShekharJ. K. ShekharBialasK. I. TiroshA. R. (2015). Highly Parallel Genome-Wide Expression Profiling of Individual Cells Using Nanoliter Droplets. Cell 161, 1202–1214. 10.1016/j.cell.2015.05.002 26000488PMC4481139

[B18] MantelP.-Y. HjelmqvistD. WalchM. Kharoubi-HessS. NilssonS. RavelD. (2016). Infected Erythrocyte-Derived Extracellular Vesicles Alter Vascular Function via Regulatory Ago2-miRNA Complexes in Malaria. Nat. Commun. 7, 12727. 10.1038/ncomms12727 27721445PMC5062468

[B19] McDonaldJ. S. MilosevicD. ReddiH. V. GrebeS. K. Algeciras-SchimnichA. (2011). Analysis of Circulating microRNA: Preanalytical and Analytical Challenges. Clin. Chem. 57, 833–840. 10.1373/clinchem.2010.157198 21487102

[B20] McInnesL. HealyJ. MelvilleJ. (2018). UMAP: Uniform Manifold Approximation and Projection for Dimension Reduction, 03426. arXiv 1802.

[B21] Monocle2 Documentation.

[B22] World Health Organization (2014). Blood Safety and Availability. Geneva, Switzerland: WHO Fact Sheet.

[B23] ParkH.-S. PriceH. CeballosS. ChiJ.-T. WaxA. (2021). Single Cell Analysis of Stored Red Blood Cells Using Ultra-High Throughput Holographic Cytometry. Cells 10, 2455. 10.3390/cells10092455 34572104PMC8465484

[B24] ParkH. S. EldridgeW. J. YangW.-H. CroseM. CeballosS. RobackJ. D. (2019). Quantitative Phase Imaging of Erythrocytes Under Microfluidic Constriction in a High Refractive Index Medium Reveals Water Content Changes. Microsyst. Nanoeng. 5, 63. 10.1038/s41378-019-0113-y 31814994PMC6885519

[B25] PaulingL. ItanoH. A. SingerS. J. WellsI. C. (1949). Sickle Cell Anemia, a Molecular Disease. Science 110, 543–548. 10.1126/science.110.2865.543 15395398

[B26] PicasL. RicoF. DeforetM. ScheuringS. (2013). Structural and Mechanical Heterogeneity of the Erythrocyte Membrane Reveals Hallmarks of Membrane Stability. ACS Nano 7, 1054–1063. 10.1021/nn303824j 23347043

[B27] PielF. B. SteinbergM. H. ReesD. C. (2017). Sickle Cell Disease. N. Engl. J. Med. 376, 1561–1573. 10.1056/nejmra1510865 28423290

[B28] QiuX. MaoQ. TangY. WangL. ChawlaR. PlinerH. A. (2017). Reversed Graph Embedding Resolves Complex Single-Cell Trajectories. Nat. Methods 14, 979–982. 10.1038/nmeth.4402 28825705PMC5764547

[B29] RathjenT. NicolC. McConkeyG. DalmayT. (2006). Analysis of Short RNAs in the Malaria Parasite and its Red Blood Cell Host. FEBS Lett. 580, 5185–5188. 10.1016/j.febslet.2006.08.063 16963026

[B30] RodgersG. P. SchechterA. N. NoguchiC. T. (1985). Cell Heterogeneity in Sickle Cell Disease: Quantitation of the Erythrocyte Density Profile. J. Lab. Clin. Med. 106, 30–37. 4009021

[B31] SandovalH. ThiagarajanP. DasguptaS. K. SchumacherA. PrchalJ. T. ChenM. (2008). Essential Role for Nix in Autophagic Maturation of Erythroid Cells. Nature 454, 232–235. 10.1038/nature07006 18454133PMC2570948

[B32] SangokoyaC. LaMonteG. ChiJ.-T. (2010). Isolation and Characterization of microRNAs of Human Mature Erythrocytes. Methods Mol. Biol. 667, 193–203. 10.1007/978-1-60761-811-9_13 20827535PMC4347925

[B33] SangokoyaC. LaMonteG. ChiJ.-T. (2010). Isolation and Characterization of microRNAs of Human Mature Erythrocytes. Methods Mol. Biol. (Clifton, N.J.) 667, 193–203. 10.1007/978-1-60761-811-9_13 PMC434792520827535

[B34] SangokoyaC. TelenM. J. ChiJ.-T. (2010). microRNA miR-144 Modulates Oxidative Stress Tolerance and Associates with Anemia Severity in Sickle Cell Disease. Blood 116, 4338–4348. 10.1182/blood-2009-04-214817 20709907PMC2993631

[B35] SankaranV. G. OrkinS. H. (2013). The Switch from Fetal to Adult Hemoglobin. Cold Spring Harbor Perspect. Med. 3, a011643. 10.1101/cshperspect.a011643 PMC353004223209159

[B36] SarachanaT. KulkarniS. AtreyaC. D. (2015). Evaluation of Small Noncoding RNAs in *Ex Vivo* Stored Human Mature Red Blood Cells: Changes in Noncoding RNA Levels Correlate with Storage Lesion Events Transfusion. 10.1111/trf.13235 26174076

[B37] SchweersR. L. ZhangJ. RandallM. S. LoydM. R. LiW. DorseyF. C. (2007). NIX Is Required for Programmed Mitochondrial Clearance during Reticulocyte Maturation. Proc. Natl. Acad. Sci. U.S.A. 104, 19500–19505. 10.1073/pnas.0708818104 18048346PMC2148318

[B38] Setup the Seurat Object 2011. Seurat - Guided Clustering Tutorial.

[B39] ShermanM. L. BorgsteinN. G. MookL. WilsonD. YangY. ChenN. (2013). Multiple‐dose, Safety, Pharmacokinetic, and Pharmacodynamic Study of Sotatercept (ActRIIA‐IgG1), a Novel Erythropoietic Agent, in Healthy Postmenopausal Women. J. Clin. Pharmacol. 53, 1121–1130. 10.1002/jcph.160 23939631

[B40] TinmouthA. FergussonD. YeeI. C. HébertP. C. (2006). Clinical Consequences of Red Cell Storage in the Critically Ill. Transfusion 46, 2014–2027. 10.1111/j.1537-2995.2006.01026.x 17076859

[B41] WalzerK. A. KubickiD. M. TangX. ChiJ. T. (2018). Single-Cell Analysis Reveals Distinct Gene Expression and Heterogeneity in Male and Female Plasmodium Falciparum Gametocytes. mSphere 3. 10.1128/mSphere.00130-18 PMC590912229643077

[B42] WalzerK. A. FradinH. EmersonL. Y. CorcoranD. L. ChiJ.-T. (2019). Latent Transcriptional Variations of Individual Plasmodium Falciparum Uncovered by Single-Cell RNA-Seq and Fluorescence Imaging. Plos Genet. 15, e1008506. 10.1371/journal.pgen.1008506 31856180PMC6952112

[B43] WalzerK. A. ChiJ. T. (2017). Trans-Kingdom Small RNA Transfer During Host-Pathogen Interactions: The Case of *P. falciparum* and Erythrocytes. RNA Biology (Abingdon, United Kingdom: Taylor & Francis Group) 14 (4), 442–449. 10.1080/15476286.2017.1294307 28277932PMC5411123

[B44] WangJ. Wagner-BritzL. BogdanovaA. RuppenthalS. WiesenK. KaiserE. (2013). Morphologically Homogeneous Red Blood Cells Present a Heterogeneous Response to Hormonal Stimulation. PLoS One 8, e67697. 10.1371/journal.pone.0067697 23840765PMC3695909

[B45] WijgerdeM. GrosveldF. FraserP. (1995). Transcription Complex Stability and Chromatin Dynamics *In Vivo* . Nature 377, 209–213. 10.1038/377209a0 7675106

[B46] WolfeL. (1985). The Membrane and the Lesions of Storage in Preserved Red Cells. Transfusion 25, 185–203. 10.1046/j.1537-2995.1985.25385219897.x 3890284

[B47] XueX. ZhangQ. HuangY. FengL. PanW. (2008). No miRNA Were Found in Plasmodium and the Ones Identified in Erythrocytes Could Not Be Correlated with Infection. Malar. J. 7, 47. 10.1186/1475-2875-7-47 18328111PMC2329658

[B48] YangW. H. DossJ. F. WalzerK. A. McNultyS. M. WuJ. RobackJ. D. (2018). Angiogenin-Mediated tRNA Cleavage as a Novel Feature of Stored Red Blood Cells. Br. J. Haematol. 10.1111/bjh.15605PMC647298730368767

[B49] ZhengG. X. Y. TerryJ. M. BelgraderP. RyvkinP. BentZ. W. WilsonR. (2017). Massively Parallel Digital Transcriptional Profiling of Single Cells. Nat. Commun. 8, 14049. 10.1038/ncomms14049 28091601PMC5241818

# Supplementary material for: Single Cell RNA-Seq Analysis of Human Red Cells
**Source:** Front Physiol. 2022 Apr 20;13:828700. doi: 10.3389/fphys.2022.828700
**Supplement:** Supplementary file 1

|            | p_val     | avg_log2FC    | pct.1 | pct.2 | p_val_adj | cluster                               | gene       |
|------------|-----------|---------------|-------|-------|-----------|---------------------------------------|------------|
| RPL21      |           | 0 2.3123597   | 0.488 | 0.061 |           | 0 Transitioning_Differentiating Cells | RPL21      |
| UBA52      |           | 0 2.200099439 | 0.721 | 0.099 |           | 0 Transitioning_Differentiating Cells | UBA52      |
| RPS12      |           | 0 2.17885211  | 0.596 | 0.08  |           | 0 Transitioning_Differentiating Cells | RPS12      |
| SLC25A37   |           | 0 2.092146743 | 0.649 | 0.088 |           | 0 Transitioning_Differentiating Cells | SLC25A37   |
| HBA2       |           | 0 0.787653806 | 1     | 1     |           | 0 Transitioning_Differentiating Cells | HBA2       |
| RPL41      | 1.77E-273 | 2.186363127   | 0.291 | 0.034 | 3.75E-270 | Transitioning_Differentiating Cells   | RPL41      |
| RPLP2      | 2.04E-183 | 2.039839702   | 0.191 | 0.021 | 4.31E-180 | Transitioning_Differentiating Cells   | RPLP2      |
| SERF2      | 2.53E-177 | 1.354848734   | 0.257 | 0.044 | 5.35E-174 | Transitioning_Differentiating Cells   | SERF2      |
| TPT1       | 2.18E-163 | 1.074457662   | 0.24  | 0.04  | 4.62E-160 | Transitioning_Differentiating Cells   | TPT1       |
| RPS15A     | 3.51E-133 | 2.463580161   | 0.141 | 0.016 | 7.43E-130 | Transitioning_Differentiating Cells   | RPS15A     |
| YBX1       | 1.89E-123 | 1.002956086   | 0.183 | 0.032 | 4.00E-120 | Transitioning_Differentiating Cells   | YBX1       |
| RPL32      | 4.15E-119 | 1.870033605   | 0.132 | 0.015 | 8.78E-116 | Transitioning_Differentiating Cells   | RPL32      |
| RPS11      | 1.36E-114 | 1.515908824   | 0.134 | 0.017 | 2.88E-111 | Transitioning_Differentiating Cells   | RPS11      |
| HBM        | 1.61E-114 | 0.994438736   | 0.184 | 0.034 | 3.42E-111 | Transitioning_Differentiating Cells   | HBM        |
| RPL35A     | 1.48E-111 | 1.932556854   | 0.12  | 0.013 | 3.14E-108 | Transitioning_Differentiating Cells   | RPL35A     |
| AC130456.3 | 3.04E-103 | 1.096234156   | 0.122 | 0.015 | 6.45E-100 | Transitioning_Differentiating Cells   | AC130456.3 |
| RPL38      | 8.61E-97  | 1.719556785   | 0.111 | 0.013 | 1.83E-93  | Transitioning_Differentiating Cells   | RPL38      |
| RPS14      | 1.71E-91  | 1.168512115   | 0.117 | 0.017 | 3.62E-88  | Transitioning_Differentiating Cells   | RPS14      |
| PFDN5      | 4.70E-90  | 1.170500787   | 0.118 | 0.017 | 9.96E-87  | Transitioning_Differentiating Cells   | PFDN5      |
| RPL30      | 7.17E-88  | 1.028717547   | 0.123 | 0.019 | 1.52E-84  | Transitioning_Differentiating Cells   | RPL30      |
| RPLP1      | 6.25E-87  | 0.770253027   | 0.114 | 0.017 | 1.32E-83  | Transitioning_Differentiating Cells   | RPLP1      |
| RPL12      | 4.61E-86  | 1.395500079   | 0.119 | 0.019 | 9.76E-83  | Transitioning_Differentiating Cells   | RPL12      |
| RPS15      | 1.31E-81  | 1.205895037   | 0.114 | 0.018 | 2.77E-78  | Transitioning_Differentiating Cells   | RPS15      |
| BTF3       | 7.17E-79  | 1.221622025   | 0.122 | 0.022 | 1.52E-75  | Transitioning_Differentiating Cells   | BTF3       |
| HBA1       | 1.09E-78  | 0.441552168   | 0.999 | 0.968 | 2.31E-75  | Transitioning_Differentiating Cells   | HBA1       |
| ATP5F1E    | 3.42E-77  | 0.824765375   | 0.136 | 0.028 | 7.25E-74  | Transitioning_Differentiating Cells   | ATP5F1E    |
| BAG1       | 2.94E-60  | 0.797010704   | 0.12  | 0.028 | 6.24E-57  | Transitioning_Differentiating Cells   | BAG1       |
| BNIP3L     | 1.17E-51  | 0.531257538   | 0.118 | 0.03  | 2.47E-48  | Transitioning_Differentiating Cells   | BNIP3L     |
| HBB        | 0         | 0.299615028   | 1     | 1     | 0         | mature_RBCs                           | HBB        |
| GUK1       | 1.16E-86  | 0.515561187   | 0.031 | 0.141 | 2.47E-83  | mature_RBCs                           | GUK1       |
| OAZ1       | 2.55E-76  | 0.412951952   | 0.054 | 0.177 | 5.40E-73  | mature_RBCs                           | OAZ1       |
| SLC25A39   | 1.73E-61  | 0.514347279   | 0.099 | 0.239 | 3.66E-58  | mature_RBCs                           | SLC25A39   |
| UBB        | 5.41E-57  | 0.49951806    | 0.044 | 0.138 | 1.15E-53  | mature_RBCs                           | UBB        |
| ALAS2      | 5.65E-36  | 0.697157666   | 0.037 | 0.102 | 1.20E-32  | mature_RBCs                           | ALAS2      |

|         |             |             |       |       |             |               |         |
|---------|-------------|-------------|-------|-------|-------------|---------------|---------|
| DONSON  | 6.89E-05    | 0.648043009 | 0.157 | 0.135 | 0.145955964 | mature_RBCs   | DONSON  |
| GPM6A   | 0           | 5.050929112 | 0.212 | 0.007 | 0           | ACVR2B_type   | GPM6A   |
| ACVR2B  | 0           | 4.954955811 | 0.25  | 0.008 | 0           | ACVR2B_type   | ACVR2B  |
| BDH1    | 0           | 4.922396364 | 0.3   | 0.011 | 0           | ACVR2B_type   | BDH1    |
| PIGN    | 2.04E-281   | 5.086417658 | 0.176 | 0.005 | 4.31E-278   | ACVR2B_type   | PIGN    |
| GABRE   | 4.90E-242   | 5.006105292 | 0.147 | 0.003 | 1.04E-238   | ACVR2B_type   | GABRE   |
| OAZ11   | 1.27E-11    | 0.280719602 | 0.051 | 0.111 | 2.69E-08    | ACVR2B_type   | OAZ1    |
| FTL     | 6.33E-10    | 0.273007887 | 0.156 | 0.249 | 1.34E-06    | ACVR2B_type   | FTL     |
| GYPC    | 9.36E-07    | 0.417583944 | 0.117 | 0.18  | 0.001982529 | ACVR2B_type   | GYPC    |
| DONSON1 | 0.000238592 | 0.442462297 | 0.178 | 0.143 | 0.505577401 | ACVR2B_type   | DONSON  |
| HBG2    | 0           | 6.805282983 | 0.823 | 0.005 | 0           | F Cells       | HBG2    |
| BTF31   | 9.78E-59    | 4.383827826 | 0.189 | 0.03  | 2.07E-55    | F Cells       | BTF3    |
| HBD     | 0           | 1.108903666 | 0.374 | 0.012 | 0           | Reticulocytes | HBD     |
| FAM210B | 0           | 0.916359977 | 0.535 | 0.009 | 0           | Reticulocytes | FAM210B |
| SNCA    | 0           | 0.689578752 | 0.516 | 0.016 | 0           | Reticulocytes | SNCA    |
| RNF10   | 0           | 0.495450547 | 0.487 | 0.007 | 0           | Reticulocytes | RNF10   |
| ADIPOR1 | 0           | 0.490993401 | 0.716 | 0.023 | 0           | Reticulocytes | ADIPOR1 |
| GUCD1   | 0           | 0.455970438 | 0.187 | 0.001 | 0           | Reticulocytes | GUCD1   |
| MKRN1   | 0           | 0.393542103 | 0.481 | 0.01  | 0           | Reticulocytes | MKRN1   |
| DCAF12  | 0           | 0.382004219 | 0.506 | 0.013 | 0           | Reticulocytes | DCAF12  |
| GMPR    | 3.36E-301   | 0.585670154 | 0.177 | 0.001 | 7.13E-298   | Reticulocytes | GMPR    |
| AHSP    | 7.57E-215   | 0.283658062 | 0.31  | 0.017 | 1.60E-211   | Reticulocytes | AHSP    |
| PITHD1  | 9.16E-162   | 0.285151009 | 0.11  | 0.001 | 1.94E-158   | Reticulocytes | PITHD1  |
| BPGM    | 2.42E-145   | 0.442630287 | 0.11  | 0.002 | 5.12E-142   | Reticulocytes | BPGM    |
| HBA11   | 5.58E-91    | 0.791267207 | 1     | 0.971 | 1.18E-87    | Reticulocytes | HBA1    |
| HBA21   | 4.14E-69    | 0.392488987 | 1     | 1     | 8.76E-66    | Reticulocytes | HBA2    |
| HEMGN   | 0           | 7.643992512 | 1     | 0.009 | 0           | HEMGN_type    | HEMGN   |
| BNIP3L1 | 0           | 6.554557301 | 0.988 | 0.035 | 0           | NIX_type      | BNIP3L  |

# Supplementary material for: Single Cell RNA-Seq Analysis of Human Red Cells
**Source:** Front Physiol. 2022 Apr 20;13:828700. doi: 10.3389/fphys.2022.828700
**Supplement:** Supplementary file 4

ype

How the deposited data were processed for this re-analysis (not part of the article)

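Single-cell RNA sequencing was made from leukodepleted RBC units of 3 donors, sampled at day 1 and at day 15 of storage. The data analysed here are 2 libraries, 1 for each storage day, in which samples of the donors are combined. The authors aligned the reads to the 10x GRCh38 reference with Cell Ranger, forced the number of cells, and deposited the UMI counts per gene and barcode, which are raw whole numbers without normalization. The sample labels say that samples of 3 donors were aggregated. At which step this was done, and which version of the annotation the reference holds, is not given in the sources used here. The filters, the removal of multiplets and the regression that the paper describes for Seurat are not in the deposited counts, since each library still lists 5000 barcodes, and the paper's text gives no numbers for these steps. Every listed name is a gene, so 0 were left out of the library totals.

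Sums and shares were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Library totals were 2120611 UMIs at day 1 and 1842193 at day 15, and a count of 0 allows up to 1.41 CPM at day 1 and 1.63 CPM at day 15 when 3 counts are taken as its limit. Shares of barcodes were counted with at least 1 UMI of a gene. Their intervals are exact binomial intervals at 95%, intervals of sums are exact Poisson intervals, and the range of a ratio combines the opposite ends of both intervals. With 1 sample per storage day, no test between the days was made, no genes were counted as changed, and barcodes were not used as replicates. For equal depth, each barcode was thinned at random without replacement to 32 UMIs, the smaller of the 10th percentiles of UMIs per barcode in both libraries. Doublets were not called, because most barcodes hold so few UMIs that a caller has little to work on, and an alternative left out the highest 1% of barcodes by UMIs in each library. CPM values divide the summed UMIs of a gene by the library total, and TMM factors from edgeR 4.0.16 (1.01 at day 1 and 0.995 at day 15) were an alternative.

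Clustering was made in Seurat 5.3.0 under R 4.3.3 on both libraries together, with genes seen in at least 3 barcodes, log normalization with a scale factor of 10000, up to 2000 variable genes, scaling without regression, 20 principal components, resolution 0.8 and seed 42. The leading genes of a cluster were the 10 with the highest fold over the other barcodes among genes found in at least 10% of its barcodes. A cluster was named where at least 3 markers of a type reached a fold of 2 and the leading gene was a marker of that type. The marker lists for the RBC types came from the supplementary marker table of the paper (12 of its 14 genes for reticulocytes, without HBA1 and HBA2, and 22 of its 28 for transitioning cells, without HBA1, HBA2 and HBM, BNIP3L, which marks a type of its own, and 2 others that were left out by hand with no stated rule, and 5 of its 9 for the ACVR2B type, those with the largest fold, without DONSON, OAZ1, FTL and GYPC), which was made on these libraries, so the names are not independent of the data, and differences from the cell types of the paper can come from the rebuilt names. No cluster reached a reticulocyte-like name. Lists of 14 leukocyte genes and 8 platelet genes were written from general knowledge, and gave 2 UMIs at day 1, both of CD74, and 0 at day 15. Pseudotime was computed as diffusion pseudotime in scanpy 1.11.5, because Monocle 2 was not installed. Gene positions, exons and transcript sequences were taken from the GENCODE annotation of GRCh38.

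The genes named in the text are those that the paper names as expressed in RBCs, the ACVR2B-group genes and DONSON of the supplementary marker table and, for the comparison of storage days, the 3 genes with the largest and the 3 with the smallest ratio of CPM among genes with at least 100 UMIs in both libraries together. This rule was set before the data were examined, but the values in the supplementary tables of the paper had been seen by then. SLC25A37, which is among the transitioning markers, was chosen as a transcript for comparison by depth after its values were seen, and further genes are named only as leading genes or list members.

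The computation of CPM ratios was tested on simulated counts for 537 genes with the means and totals of both libraries, in which 200 genes were changed by known folds. Of the 42 changed genes with at least 100 UMIs, 100% had the true direction and 100% had the true ratio within the combined intervals, and the median ratio of unchanged genes was 0.980. The counts were drawn as Poisson counts, the model behind the intervals, so this checks the computation only. UMIs gathered in few barcodes, as for HBG2, were not simulated. The computation of the share without HBA1 gave 2.01% where the simulated barcodes had 2.0%. Alternatives were tried for the barcodes kept, the depth, the UMIs that count as detected, the library totals, the clustering settings and the classes, and their effects are given in the closing section.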

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

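The tests of DONSON by depth and of RNA from leukocytes and platelets were chosen only after the results were seen.

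DONSON, which is in the marker table of the paper but is not discussed in its text, stood out because it was far above the level that a count of 0 allows. It was found in 14.6% of the barcodes at day 1 (13.6 to 15.6%) and in 15.14% at day 15 (14.2 to 16.2%). Its share did not rise with depth as that of SLC25A37 did. It was 15.9% in the first 8 deciles of UMIs per barcode, 6.8% in the ninth and 12.0% in the deepest at day 1, and 16.5%, 8.8% and 10.4% at day 15. Leukocyte and platelet RNA is argued against as the source, because the abundant genes of both held 2 UMIs at day 1 and 0 at day 15 against 826 and 853 UMIs of DONSON. The ACVR2B-group genes had a similar profile over depth, with 8.4% in the deepest decile at day 15. Reads from another genomic site, priming inside a transcript and a true transcript of RBCs of low RNA content all remain open for DONSON. None of them was tested, since the counts hold no read positions. The shares at both storage days differed by less than counting error. Summed over each library, the ratio of CPM was 1.19 (1.04 to 1.36), and 1.17 to 1.24 under the alternatives, so a difference with storage stays open as untested.

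Of the 5000 barcode sequences in each library, 759 were listed in both, where random picks from the barcode list of the kit, whose size was assumed, would give 33.9. The paper does not report this overlap. Nearly all deep barcodes were affected, since 221 of the 229 day 1 barcodes with 3000 or more UMIs were also listed at day 15, and 198 of the 204 at day 15 were listed at day 1, whereas 5.88% and 5.71% of the barcodes with 31 to 50 UMIs were shared. No shared barcode had 1000 or more UMIs in both libraries. The shallow copies held a median of 1.87% of the UMIs of their deep partner, and a mean of 96.5% of their genes were also found in that partner, against 81.1% in a deep barcode drawn at random. The numbers are consistent with reads assigned to the wrong library during joint sequencing, and a total of 318 barcodes at day 1 and 281 at day 15 were at least 10 times deeper in the other library. Reuse of the same barcodes by chance is argued against by the value of 759. RBCs of a donor carried over between the preparations would not share barcodes, so no biological explanation was tested. Among barcodes with under 100 UMIs in both libraries 133 were shared, where 22.03 are expected from random picks, and this part has no deep partner. What produced this part was not tested.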

How the results depend on the processing

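The alternatives were fixed before the data were examined, except for 3, which were chosen only after the results were seen: leaving out barcodes at least 10 times deeper in the other library, leaving hemoglobin genes out of the variable genes for the hemoglobin shares, and deciles without those deeper barcodes for the same shares. No paired analysis was possible because each storage day is a single set of counts that does not tell the donors apart. No value comes from a test.

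In all, 210 values were computed under alternatives. Of those for the main results under settings fixed beforehand, 59 stayed within the spread set for them, 36 moved out of it and 3 changed direction. This spread was the counting interval for shares, ratios and hemoglobin differences, the quartiles for medians of UMIs, genes and pseudotime, and a factor of 1.5 for the number of clusters. Without barcodes at least 10 times deeper in the other library, no share of barcodes or ratio of shares left its interval. The ratio of HBG2 shares was then 3.25. Of 72 ratios of CPM recomputed for 18 genes, 63 stayed within their intervals, 7 left them in the same direction and those of HBB and HBA2 changed direction. Within wide intervals, the ratio of HBG1 also crossed no change, from 1.23 to 0.856 without the highest 1% of barcodes, as did that of BNIP3L, from 0.996 to 1.15, and the ratios of shares of HEMGN (0.714 to 1.19) and BNIP3L (0.866 to 1.08) lay on both sides of no change over their alternatives.

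A minimum of 2 UMIs lowered the shares to 0.40% and 0.58% for HBG2 at day 1 and day 15, 2.34% and 4.98% for the ACVR2B group, 0.28% and 0.20% for HEMGN, and 1.0% and 1.0% for BNIP3L, and HBA2 with HBB to 99.72% and 99.60%. The ratio of shares became 1.45 for HBG2 and 2.13 for the ACVR2B group. Thinning gave 1.13% and 3.57% for HBG2, 9.35% and 15.3% for the ACVR2B group, 0.845% and 1.00% for HEMGN, 1.33% and 1.15% for BNIP3L, 99.69% and 99.63% for HBA2 with HBB, and 6.24% and 5.41% for HBA2 without HBA1. Fewer UMIs per barcode, or more required, lower detection by construction. ACVR2B alone gave 3.62% and 5.66%, being 1 of 5 genes. Without the lowest quartile of barcodes by UMIs, BNIP3L stood at 5.20% at day 15 and HBA2 without HBA1 at 1.93% and 2.26%. BNIP3L stood at 3.70% and 3.56% without the highest 1% of barcodes, where its UMIs are frequent.

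Differences in hemoglobin shares between the transitioning-like clusters and the remaining barcodes depended on how the classes were made. With the ninth decile in place of the clusters, the difference was -0.0331 percentage points for HBA1 at day 1, a change of direction within counting error, and 0.805 at day 15, 7.12 and 8.73 for HBA2, and 0.0232 and 0.0272 for HBM, whose direction changed at both days. The main difference of HBM decides nothing, because a cluster led by HBM lies among the remaining barcodes. Without barcodes at least 10 times deeper in the other library, the deciles gave 0.521 and 1.07 for HBA1, 11.2 and 10.6 for HBA2, and 0.0186 and 0.0319 for HBM, again with the direction of HBM changed, while the clusters gave 2.77 and 2.45 for HBA1 and 15.5 and 13.1 for HBA2. With hemoglobin genes left out of the variable genes, where the class is 1 cluster that also takes in the deep barcodes, the differences were 6.07 and 5.76 for HBA1, 9.29 and 7.34 for HBA2, and 0.00506 and 0.00388 for HBM, again a change of direction, with overlapping intervals. The cause was not tested. Leaving out the highest 1% of barcodes removed none from these classes. The pseudotime difference between the transitioning-like clusters and cluster 0 rose from 0.0488 to 0.328 after thinning, the cause was not tested. The order of the 3 medians was kept, but the quartiles of the classes then overlapped.

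The number of clusters was 23 without hemoglobin genes among the variable genes, where the cause was not tested, and between 37 and 56 under the other settings against 52. The ratio of CPM for HBB fell from 1.01 to 0.989 with library totals without hemoglobin genes, and that for HBA2 rose from 0.993 to 1.00375 with TMM factors. Both are reversals within a few percent of no change, made by the change of totals. With no minimum on UMIs the largest ratio has no value, because 492 genes had 0 UMIs at day 1, and with at least 500 UMIs, which left 36 genes, the largest were HBG2, ACVR2B (1.96) and BDH1 (1.95).

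Depth limits most shares. With a median of 42 UMIs per barcode at day 1, a transcript that makes up less than 1 in 42 UMIs is missed in many barcodes that carry it.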

Differences from the paper's values

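The paper gives 21 clusters, and 52 were found here. Of the alternatives set before the data were examined, leaving the hemoglobin genes out of the variable genes gave 23 clusters, within 1.5 times the paper's number. None of these 23 clusters was led by HBG2, whereas the paper has a cluster rich in HBG2. The closeness in number therefore does not show that the paper used this setting. The other alternatives, which were resolutions of 0.4 and 1.2, 10 principal components, regression of the UMIs per barcode and leaving out the highest 1% of barcodes, gave 42, 56, 37, 51 and 54 clusters and stayed apart from it.

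The paper's lowest number of genes per RBC is 30, whereas the lowest found here was 2 per barcode. This value was the same without the lowest quartile of barcodes by UMIs and without the highest 1%. Both alternatives stayed apart from the paper's value. The paper words its 30 as a number of genes but draws it from the distribution of UMIs. The lowest number of UMIs per barcode here was 31 at day 1 and 31 at day 15. The unit of the paper's 30 is therefore not settled. The difference does not show that the paper left out barcodes with fewer than 30 genes.

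The paper states that about 10000 cells were prepared for each library, and 5000 barcodes are listed for each. No alternative applies to this number, and cells loaded and barcodes listed are not the same quantity.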

Other observations

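Tests chosen only after the result was seen are those of barcodes with 10 or more HBG2 UMIs, of HBG2 in shallow and deep barcodes, of leukocyte and platelet genes, of the base composition of barcodes, of clusters led by a single transcript and of HBA1 without barcodes deeper in the other library.

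HBG2 UMIs lay both in a few deep barcodes and singly in many shallow ones. Draws from the pooled shares of each library gave 253 barcodes with 2 or more HBG2 UMIs at day 1 and 476 at day 15, where 20 and 29 were found. The pooled share comes almost wholly from the few barcodes rich in HBG2, and the draws scale with depth, so by these draws free RNA shared by all droplets cannot be told apart from RNA of cells. Such free RNA is argued against for the barcodes with 10 or more HBG2 UMIs, since 96.2% of the barcodes with 1000 or more UMIs at day 15 held none. A few cells rich in HBG2 are a candidate explanation for these barcodes, and 3 of the 11 at day 1 (0 of the 12 at day 15) were at least 10 times deeper in the other library and may be reads of that library. In barcodes under 100 UMIs, HBG2 rose from 315 CPM (237 to 410) to 1356 CPM (1189 to 1539), a ratio of 4.30 (2.90 to 6.48), and over all barcodes the ratio was 4.14, or 2.20 without the highest 1% of barcodes by UMIs. Among barcodes with 1000 or more UMIs, those with 10 or more HBG2 UMIs were 6 of 410 (1.46%, 0.54 to 3.16%) at day 1 and 10 of 372 (2.69%, 1.30 to 4.89%) at day 15, a difference within counting error. Free RNA shed in proportion to the HBG2 UMIs of each library would reach deep and shallow droplets alike. Shallow barcodes were listed only where they reached 31 UMIs, so the listed ones may hold more of it. Among day 15 barcodes with 1000 or more UMIs and under 10 HBG2 UMIs, 4 of 362 held HBG2 (1.10%, 0.30 to 2.80%). Of the barcodes under 100 UMIs, 5.35% (4.68 to 6.08%) did. The deep side leaves out barcodes by their HBG2 UMIs, and with these it stood at 3.76% (2.07 to 6.23%). This comparison therefore does not decide whether free RNA is the whole source of the higher share. The other values do not decide it either. At day 1 the shares were 0.99% (0.27 to 2.52%) and 1.36% (1.02 to 1.77%), which do not separate. By decile at day 15 the share was 5.0% in the shallowest, 4.6% in the ninth and 3.6% (2.15 to 5.63%) in the deepest. The deciles still include the barcodes with 10 or more HBG2 UMIs. Of the 18 barcodes with HBG2 in the deepest decile, 10 held 10 or more HBG2 UMIs and 1000 or more UMIs in all. The deciles therefore do not repeat the comparison above. The single UMIs in shallow barcodes stay open to free RNA. A difference in depth is argued against, since the ratio of shares was 3.17 after thinning. A true increase of F cells in storage and a different draw of donor cells in the libraries stay open as untested explanations.

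The ACVR2B-group genes were more frequent in shallow barcodes than in deep ones. A background added to each barcode whatever its RNA content would give equal shares if barcodes were listed whatever their background. The deepest decile had 8.4% at day 15 (6.1 to 11.2%) against 21.0% (19.8 to 22.2%) in the other deciles. Shallow barcodes were listed only where they reached 31 UMIs, so the listed ones may hold more background. These shares therefore do not exclude it. RNA from leukocytes or platelets is argued against by the 0 UMIs of their 22 listed genes at day 15. In the first 8 deciles, 87 barcodes at day 1 and 191 at day 15 held 2 or more of the group's genes, against medians of 40 (25 to 55) and 111 (91 to 127) when each gene was shuffled over the barcodes. These transcripts thus occurred together more often than in the shuffled counts, although each was mostly at 1 UMI. The genes were chosen as markers of 1 type in the paper's table, which was made on these libraries. That choice itself favors such an excess, so it is not independent evidence of a cell type. The higher share at day 15 stood at a ratio of 1.64 after thinning, which argues against depth. Storage and a difference in preparation between the libraries are confounded here, and RBC type is an untested explanation. Reads from another genomic site and priming inside a transcript, left open for DONSON, were not tested for these genes either.

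Barcodes of 31 to 50 UMIs differed in sequence from deep barcodes. G made up 19.2% of their bases at day 1 (18.9 to 19.6%) and 19.2% at day 15, and C made up 33.1% and 32.4%. In barcodes with 1000 or more UMIs, G was at 25.1% (24.1 to 26.2%) and 25.6%, and C at 25.4% and 25.5%. A cell does not choose its barcode, so the sequence itself may have decided in part which barcodes reached 31 UMIs and were listed, for instance through capture or amplification of the bead oligonucleotides. In that case some of these barcodes could be droplets without an RBC, but the counts do not show which. No biological explanation was tested.

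Many clusters rested on single molecules. In the 36 clusters with exactly 1 gene in at least 90% of the barcodes, a median of 95.3% of the barcodes held exactly 1 UMI of that gene, and in the cluster with the lowest value it was 86.6%. At depths of 37 to 59 UMIs per barcode, 1 UMI is scaled to a large normalized value, so these clusters may reflect which molecule was sampled. A type of RBC that carries a few copies of such a transcript would look alike at this depth and is not excluded.

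HBA2 without HBA1 was more frequent than sampling gave. The draws by decile had a median of 1.89% at day 1 and reached 2.34%, below the 2.82% found, which argues against sampling as the only source. Without barcodes at least 10 times deeper in the other library, the share was 2.46% at day 1 and 2.52% at day 15, within the draws, which reached 2.50% and 2.67%. Reads assigned to the wrong library may therefore add to the excess, although both shares stayed near the upper end of the draws. A difference between RBCs in their HBA loci is not excluded.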
